# ATG16L1 orchestrates interleukin-22 signaling in the intestinal epithelium via cGAS–STING

**DOI:** 10.1084/jem.20171029

**Published:** 2018-11-05

**Authors:** Konrad Aden, Florian Tran, Go Ito, Raheleh Sheibani-Tezerji, Simone Lipinski, Jan W. Kuiper, Markus Tschurtschenthaler, Svetlana Saveljeva, Joya Bhattacharyya, Robert Häsler, Kareen Bartsch, Anne Luzius, Marlene Jentzsch, Maren Falk-Paulsen, Stephanie T. Stengel, Lina Welz, Robin Schwarzer, Björn Rabe, Winfried Barchet, Stefan Krautwald, Gunther Hartmann, Manolis Pasparakis, Richard S. Blumberg, Stefan Schreiber, Arthur Kaser, Philip Rosenstiel

## Abstract

A coding variant of the inflammatory bowel disease (IBD) risk gene *ATG16L1* has been associated with defective autophagy and deregulation of endoplasmic reticulum (ER) function. IL-22 is a barrier protective cytokine by inducing regeneration and antimicrobial responses in the intestinal mucosa. We show that ATG16L1 critically orchestrates IL-22 signaling in the intestinal epithelium. IL-22 stimulation physiologically leads to transient ER stress and subsequent activation of STING-dependent type I interferon (IFN-I) signaling, which is augmented in *Atg16l1*^ΔIEC^ intestinal organoids. IFN-I signals amplify epithelial TNF production downstream of IL-22 and contribute to necroptotic cell death. In vivo*,* IL-22 treatment in *Atg16l1*^ΔIEC^ and *Atg16l1*^ΔIEC^/*Xbp1*^ΔIEC^ mice potentiates endogenous ileal inflammation and causes widespread necroptotic epithelial cell death. Therapeutic blockade of IFN-I signaling ameliorates IL-22–induced ileal inflammation in *Atg16l1*^ΔIEC^ mice. Our data demonstrate an unexpected role of *ATG16L1* in coordinating the outcome of IL-22 signaling in the intestinal epithelium.

## Abstract (precis)

Dysregulated autophagy and ER stress are involved in the etiology of human IBD. Aden et al. show that loss of ATG16L1 function renders intestinal epithelial cells vulnerable to IL-22–induced ER stress and necroptosis via STING signaling, which induces ileal inflammation in vivo.

## Introduction

A defective intestinal barrier, impaired host microbial crosstalk, and a chronic preponderance of proinflammatory cytokines and T cell–mediated immunity are key elements of the formal etiology of human inflammatory bowel disease (IBD). Genome-wide association studies have identified a plethora of >200 risk loci predisposing to disease manifestation (Jostins et al., 2012) that cluster in distinct molecular pathways, including autophagy (Hampe et al., 2007), ER stress signaling, and innate immune sensing (Franke et al., 2010; Jostins et al., 2012). Although there is a strong genetic overlap observed between ulcerative colitis (UC) and Crohn’s disease (CD), variants in autophagy genes only affect CD patients and have been associated with Paneth cell defects (Cadwell et al., 2008).

Autophagy is a process allowing the orderly degradation and recycling of cellular components. Insufficient ATG16L1-mediated autophagy, e.g., by harboring the CD T300A risk allele, renders epithelial cells more susceptible to bacteria and virus-induced inflammation (Cadwell et al., 2010; Lassen et al., 2014). Autophagy is also closely intertwined to the unfolded protein response (UPR), elicited from the endoplasmic reticulum (Adolph et al., 2013; Deuring et al., 2014; Tschurtschenthaler et al., 2017). The importance of this crosstalk has been emphasized by the finding that mice, which are double deficient for the UPR transcription factor *Xbp1* and *Atg16l1* in the intestinal epithelium, develop a spontaneous transmural and fistulizing ileal inflammation reminiscent of human CD (Adolph et al., 2013).

IL-22 belongs to the family of IL-10 cytokines, is secreted from immune cells, including innate lymphoid cells, T cells, and neutrophilic granulocytes, and directly targets intestinal epithelial cells (Sonnenberg et al., 2011; Mielke et al., 2013; Zindl et al., 2013; Aden et al., 2016). IL-22 contributes to intestinal immune response toward pathogen infection (Zheng et al., 2008; Hernández et al., 2015) and epithelial wound healing (Pickert et al., 2009), namely via instruction of epithelial proliferation and the induction of secreted antimicrobial proteins (Huber et al., 2012; Pham et al., 2014; Lindemans et al., 2015). Hence, IL-10 itself has been described to diminish epithelial ER stress, which involves the induction of chaperones (Hasnain et al., 2013, 2014). Thus, we hypothesized that IL-22 could beneficially modulate cellular function and epithelial homeostasis in situations of defective autophagy or ER stress.

In this study, we report that the interplay of the UPR and autophagy pathways orchestrate a physiological dichotomy of IL-22 signaling in the intestinal epithelium. We demonstrate that epithelial IL-22 stimulation leads to release of cytosolic dsDNA and a consecutive self-activation of the cGAS–STING–IFN-I pathway and necroptosis, which is aggravated by autophagy and ER stress deficiency. Mechanistically, this process involves induction of epithelial TNF and mixed lineage kinase domain-like protein (MLKL), a core protein of the necroptosis machinery. We show that IL-22 treatment in animals carrying a conditional deletion of *Atg16l1* in the intestinal epithelium leads to induction of inflammation upon dextran sodium sulfate (DSS) irritant challenge, rather than protection. Collectively, our data identify unexpected roles of (1) IL-22 in engaging the cGAS–STING pathway to promote a proinflammatory, necroptotic response in intestinal epithelial cells and of (2) the key autophagy molecule *ATG16L1* in balancing the fate of such IL-22 signals in the intestine.

## Results

### The interplay of ATG16L1-mediated autophagy and ER stress resolution governs the cellular fate of IL-22 signaling

To investigate the role of ATG16L1-mediated autophagy on IL-22 signaling, small intestinal organoids of villin (V)-cre^+^; *Atg16l1*^fl/fl^ (hereafter called *Atg16l1*^ΔIEC^) or villin (V)-cre^−^ *Atg16l1*^fl/fl^ (hereafter called *Atg16l1*^fl/fl^) were cultured in the presence of rmIL-22 (1, 10, and 100 ng/ml).

IL-22 (100 ng/ml) treatment induced cell death in *Atg16l1*^ΔIEC^, but not in *Atg16l1*^fl/fl^ organoids (Fig. 1, A–C), and strongly induced *Tnf* and *Cxcl1* expression in *Atg16l1*^ΔIEC^ organoids, consistent with the absence of ATG16L1’s function inducing a proinflammatory tone (Fig. 1 D; Adolph et al., 2013). IL-22–induced STAT3 signaling appeared unaltered between genotypes although induction of the STAT3 downstream target *Reg3g* was increased in *Atg16l1*^ΔIEC^ cultures (Fig. 1 E). Chronic ER stress in intestinal organoids derived from the small intestine of villin (V)-cre^+^; *Xbp1*^fl/fl^ (hereafter called *Xbp1*^ΔIEC^) also rendered cells susceptible to IL-22–induced proinflammatory gene expression compared with villin (V)-cre^−^; *Xbp1*^fl/fl^ (hereafter called *Xbp1*^fl/fl^) organoids (Fig. S1 A; Kaser et al., 2008). Hence, we studied whether IL-22 is directly involved in epithelial ER stress induction under physiological conditions. IL-22 induced ER stress in vivo (Fig. S1 B) and in vitro and exacerbated ER stress induced by tunicamycin (TM) in HT-29 IECs (Fig. S1, C and D) and in *C57BL/6* (WT) small intestinal organoids (Fig. S1 E). Intestinal organoids from *Atg16l1*^ΔIEC^ (Fig. S1 F) or intestinal epithelial Caco-2 cells with a CRISPR/Cas9-guided deletion of *ATG16L1* (Fig. S1 G) exhibited an increased sensitivity to IL-22–induced ER stress as shown by increased *XBP1* splicing.

**Figure 1.**
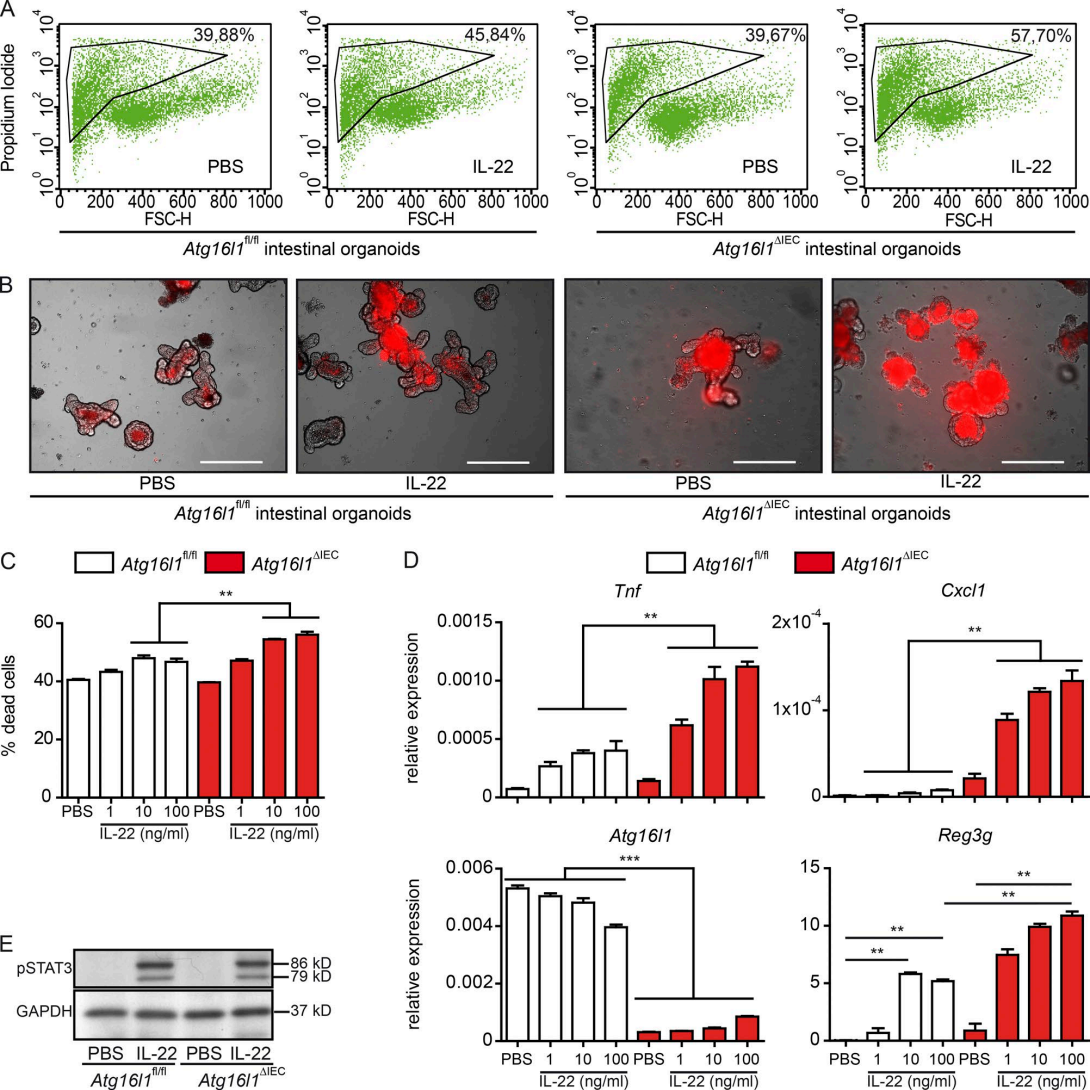
**IL-22 induces cell death and a proinflammatory signature in Atg16l1-deficient intestinal organoids. (A)** Representative FACS plots of PI-stained dissociated cells from intestinal organoids (*Atg16l1*^fl/fl^, *Atg16l1*^ΔIEC^), treated with rmIL-22 (100 ng/ml) for 24 h. **(B)** Representative pictures of intestinal organoids (*Atg16l1*^fl/fl^, *Atg16l1*^ΔIEC^), treated with rmIL-22 (100 ng/ml) for 24 h, stained with PI. Bars, 200 µm. **(C)** Flow cytometry assessment of dead cells from intestinal organoids (*Atg16l1*^fl/fl^, *Atg16l1*^ΔIEC^) stimulated with rmIL-22 (1, 10, or 100 ng/ml) for 24 h using PI (*n* = 3 each). **(D)** mRNA expression of *Tnf*, *Cxcl1*, *Atg16l1*, and *Reg3g* in small intestinal organoids (*Atg16l1*^fl/fl^, *Atg16l1*^ΔIEC^) treated with rmIL-22 (1, 10, or 100 ng/ml) for 24 h as assessed by qPCR (*n* = 4 each). **(E)** Western blot analysis from intestinal organoids (*Atg16l1*^fl/fl^, *Atg16l1*^ΔIEC^) treated with rmIL-22 (100 ng/ml) for 30 min, probed against pSTAT3 and GAPDH. Illustrated are representative data of three independent experiments. Significance determined using Mann-Whitney test and expressed as the mean ± SEM. **, P < 0.01; ***, P < 0.001.

IL-22–dependent amplification of ER stress severely impaired epithelial wound healing and induced a proinflammatory phenotype in HT-29 IECs (Fig. S2, A–F). IL-22–mediated enhancement of chemically induced ER stress was dependent on STAT3 activation as pharmacological inhibition using the STAT3 inhibitor S3I-201 suppressed ER stress induction and reestablished epithelial wound healing. ER stress is known to be counterbalanced by autophagy (Adolph et al., 2013). Rapamycin, a known inducer of autophagy, prevented ER stress-dependent growth inhibition and proinflammatory cytokine production (Fig. S2, G and H) after IL-22 stimulation. Conversely, inhibition of autophagy by bafilomycin A1 (BafA) led to impaired wound healing and increased IL-8 secretion in cells treated with IL-22 (Fig. S2 J). To further delineate whether increased cell death in *Atg16l1*^ΔIEC^ intestinal organoids is specific to IL-22, we investigated the effect of IL-10. IL-10 induced epithelial cell death only in *Atg16l1*^ΔIEC^ organoids, but to a lesser extent compared with IL-22, whereas TM induced cell death in both genotypes, with significantly higher rates observed in *Atg16l1*^ΔIEC^ compared with *Atg16l1*^fl/fl^ organoids (Fig. S3, A and B), indicating a generally increased sensitivity to ER stress in ATG16L1-deficient intestinal epithelial cells. While we cannot fully exclude effects of ATG16L1 deficiency on other STAT3-dependent pathways (including IL-10), our data show that ATG16L1 and its interaction with ER stress responses strongly influences the outcome of IL-22–dependent signaling in intestinal epithelial cells.

### *ATG16L1* regulates IL-22–mediated transcriptional responses

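Small intestinal organoids were sequenced as 16 cultures in 4 groups of 4: untreated and IL-22–treated organoids (10 ng/ml for 24 h) of *Atg16l1* fl/fl and of *Atg16l1* ΔIEC mice, which lack Atg16l1 in intestinal epithelial cells. The sample labels number 2 organoid lines in each genotype, with 2 cultures per line and treatment. Replicates 1 and 2 of a group come from the first line and replicates 3 and 4 from the second, so n = 4 counts cultures of 2 lines. The authors aligned the reads to GRCm38 and deposited the number of reads that HTSeq counted on each of 49585 genes, without normalization. Between 2135000 and 5574860 reads per culture were counted on genes, with medians of 3575724 in untreated fl/fl, 4022207 in IL-22–treated fl/fl, 3097941 in untreated ΔIEC and 3445010 in IL-22–treated ΔIEC organoids. These reads were 36.3% to 38.3% of those in the table. HTSeq assigned a further 38.02% to 40.1% to no gene, which can include reads in introns and, with counting by strand, reads on the other strand of a gene, and 21.5% to 24.2% aligned to more than 1 place. Counts were normalized for library size and composition with edgeR's TMM method. The 12559 genes with enough counts in at least 1 group were tested by edgeR's two-sided quasi-likelihood test in a single fit of the 4 group means, with Benjamini-Hochberg adjustment and a threshold of 0.01. A biological coefficient of variation of 0.115 between cultures of a group was the common estimate of that fit. Tests of single values between groups of 4 cultures were two-sided exact permutation tests, whose smallest possible p is 0.0286. They used CPM (edgeR's counts scaled by library size) for single genes and log2 CPM for lists. Atg16l1 (ENSMUSG00000026289.15) lies on the plus strand of chromosome 1 of GRCm38 from 87755870 to 87792428. It was counted at 40.1 ± 7.19 CPM (SD, n = 4) in untreated and 44.8 ± 6.27 CPM in IL-22–treated fl/fl organoids. In ΔIEC organoids it was counted at 2.65 ± 1.20 CPM untreated and 1.84 ± 2.75 CPM with IL-22. Every ΔIEC culture was below every fl/fl culture. The log2 fold change between genotypes was -3.90 (SE 0.37, adjusted p = 1.27e-06) in untreated and -4.51 (SE 0.38, adjusted p = 2.25e-07) in IL-22–treated organoids. Counts on Atg16l1 in single ΔIEC cultures ranged from 1 to 21, and the 21 counts were in IL-22–treated ΔIEC replicate 2 (5.95 CPM).

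**Figure D1:**
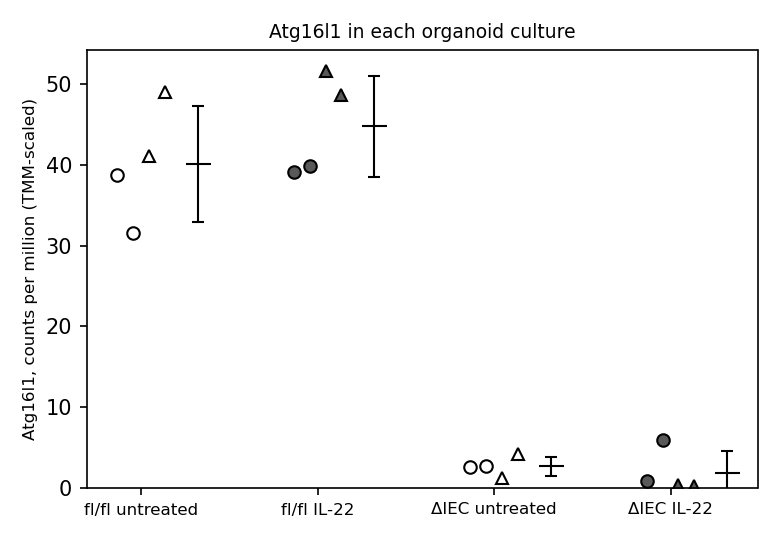
Atg16l1 in CPM in each of the 16 cultures, by genotype and treatment; circles mark the first and triangles the second line of a genotype, and bars give the mean ± SD of 4 cultures. The fl/fl cultures lie at or above 31.5 CPM and the ΔIEC cultures at or below 5.95 CPM.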

To analyze the transcriptomal program elicited by IL-22 in the absence or presence of ATG16l1, we performed RNA sequencing of small intestinal organoids derived from *Atg16l1*^ΔIEC^ or *Atg161*^fl/fl^ mice. 

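IL-22 changed 2608 genes past the threshold in fl/fl organoids (1329 higher and 1279 lower, 4 treated against 4 untreated cultures) and 2195 genes in ΔIEC organoids (1234 higher and 961 lower). The genotypes shared 1622 of these genes, 938 higher and 684 lower, all in the same direction, out of 3181 that passed in at least 1 genotype. A further 391 genes were higher and 595 were lower past the threshold in fl/fl organoids only. In ΔIEC organoids only, 296 genes were higher and 277 lower. Of the 296 genes, 281 had a positive fold change in fl/fl organoids as well, where 132 of them had an adjusted p-value under 0.05. Their median log2 fold change was 0.51 in ΔIEC and 0.27 in fl/fl organoids. Of the 391 genes higher in fl/fl organoids only, 385 had a positive fold change in ΔIEC organoids, with medians of 0.52 in fl/fl and 0.31 in ΔIEC. The lower genes kept their direction in the other genotype in 579 of 595 and 269 of 277 cases. The difference between the IL-22 effects of the 2 genotypes was tested as an interaction term, which passed the threshold in 2 of the 12559 genes. Both of them, Gpx2 and Mptx2, belong to the 1622 shared genes. None of the genes assigned to a single genotype had an interaction past the threshold (0 of 391 and 0 of 296 higher genes). At an unadjusted p-value under 0.05, the interaction held for 63 of these 391 and 86 of these 296 genes. Over all genes, 912 had an unadjusted interaction p-value under 0.05, where chance alone gives 628. Cultures of the same line moved together, with correlations of 0.26 to 0.44 between treated and untreated fl/fl cultures and 0.06 to 0.32 in ΔIEC, and the fit without the line does not use this. With the line as a block, 56 genes had an interaction past the threshold (1661 at an unadjusted p-value under 0.05), 3 of them higher only in ΔIEC and 6 higher only in fl/fl organoids. With no filter on low counts, the numbers were 80, 9 and 7. Another fit that uses the line, limma-voom with a correlation within lines, passed only Gpx2, Clca4b, Sord, Adh1 and Lypd8. In that fit 1379 genes had an unadjusted interaction p-value under 0.05. These fits still take cultures as replicates. With the cultures of a line summed, which leaves 2 samples per group, the interaction passed in 0 genes. There 378 of 13871 genes had an unadjusted interaction p-value under 0.05. The log2 interaction of Gpx2 (ENSMUSG00000042808.7, chromosome 12, 76792333 to 76795554) was -0.89 (SE 0.12, adjusted p = 0.00724), from a rise of 2.99 in fl/fl and 2.10 in ΔIEC organoids. The interaction of Mptx2 (ENSMUSG00000079180.4, chromosome 1, 173274382 to 173277777) was 3.44 (SE 0.51, adjusted p = 0.00958), from a rise of 2.65 in fl/fl and 6.09 in ΔIEC organoids. For each of these rises, all 4 treated cultures were above all 4 untreated ones. With 1 culture or 1 line left out, Gpx2 lost its interaction call in 15 of 20 fits and Mptx2 in 17 of 20. Over these fits and the other settings, the adjusted p-value ranged from 7.84e-11 to 1.00 for Gpx2 and from 4.55e-15 to 0.821 for Mptx2. The log2 interaction of Mptx2 lay between 2.03 and 3.53 in the other settings. Untreated ΔIEC cultures had only 1 to 4 counts of Mptx2 (mean 0.703 CPM), so the size of its interaction is uncertain. Summing the cultures of a line left 356 higher and 187 lower genes in fl/fl and 385 higher and 250 lower genes in ΔIEC organoids. Without the second fl/fl line, 590 genes were higher and 493 lower in fl/fl organoids, 954 changed in both genotypes and 40 were higher in fl/fl organoids only. Without the second ΔIEC line, 495 genes were higher and 418 lower in ΔIEC organoids, 802 changed in both and 42 were higher in ΔIEC organoids only. A single culture left out moved the genes higher only in fl/fl to 241 at the lowest (without untreated fl/fl replicate 4) and those higher only in ΔIEC to 191 (without IL-22–treated ΔIEC replicate 4). For the genes lower only in fl/fl organoids the lowest was 341 (without IL-22–treated fl/fl replicate 2), and for those lower only in ΔIEC 169 (without IL-22–treated ΔIEC replicate 4).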

In total, we found 2,908 differentially expressed genes and 586 (*Atg161*^fl/fl^) versus 484 (*Atg16l1*^ΔIEC^) uniquely up-regulated and 794 (*Atg16l1*^fl/fl^) versus 490 (*Atg16l1*^ΔIEC^) uniquely down-regulated genes in response to IL-22 (10 ng/ml for 24 h; Fig. 2 A and Tables S1–S6). 

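Oas1g, Oas3 and Oas1a encode members of the 2′-5′ oligoadenylate synthetase family, which respond to type I interferon, and Irf7 encodes a transcription factor of the same response. Oas1g (ENSMUSG00000066861.14, chromosome 5, 120876142 to 120887613) was counted at 3.24 ± 1.06 CPM (SD, n = 4) in untreated and 10.4 ± 0.916 CPM in IL-22–treated ΔIEC organoids, a log2 fold change of 1.69 (SE 0.24, adjusted p = 1.99e-05). In untreated fl/fl organoids it had 1 or 2 counts per culture, at or under the floor of 3 counts. The rise to 1.40 ± 0.488 CPM in treated fl/fl organoids was at least 0.64 on the log2 scale against that floor (adjusted p = 0.0606). Whether reads are shared between the paralogs Oas1g and Oas1a was not tested. Oas1a (ENSMUSG00000052776.10, chromosome 5, 120896256 to 120907521) rose from 9.03 ± 3.42 to 24.8 ± 8.37 CPM in ΔIEC organoids (log2 fold change 1.42, SE 0.29, adjusted p = 9.96e-04). Without the second ΔIEC line, that log2 fold change of Oas1a was 0.81 (adjusted p = 0.202, the highest of any setting, the lowest being 1.39e-10). In fl/fl organoids Oas1a went from 3.24 ± 2.41 to 5.28 ± 1.20 CPM (log2 fold change 0.61, adjusted p = 0.285), and by 1.36 without the first fl/fl line. Oas3 (ENSMUSG00000032661.9, chromosome 5, 120753098 to 120777661) rose from 3.38 ± 0.957 to 14.8 ± 7.85 CPM in ΔIEC organoids (log2 fold change 2.17, SE 0.33, adjusted p = 5.59e-05). Its change in fl/fl organoids, from 1.62 ± 0.567 to 2.85 ± 0.569 CPM, was a log2 fold change of 0.83 (SE 0.47, adjusted p = 0.189). Irf7 (ENSMUSG00000025498.15, chromosome 7, 141262706 to 141266481) rose from 15.1 ± 4.86 to 41.9 ± 10.1 CPM in ΔIEC organoids (log2 fold change 1.501, SE 0.24, adjusted p = 8.16e-05). In fl/fl organoids Irf7 was at 16.01 ± 6.45 CPM untreated and 18.4 ± 0.840 CPM with IL-22 (log2 fold change 0.18, SE 0.25, adjusted p = 0.622). Leaving out a fl/fl line moved that change of Irf7 to -0.23 (without the second line) or 0.80 (without the first). For all 4 genes, the 4 treated ΔIEC cultures were above the 4 untreated ones (exact permutation p = 0.0286). The same held in fl/fl organoids for Oas1g and Oas3 (exact permutation p = 0.0286 each), but not for Oas1a (exact permutation p = 0.143) and Irf7 (exact permutation p = 0.371). The interaction of genotype and IL-22 did not pass the threshold for any of them. Its log2 value was 1.32 for Irf7 (adjusted p = 0.301), 1.34 for Oas3 (adjusted p = 0.655), 0.81 for Oas1a (adjusted p = 0.806) and, with untreated fl/fl organoids at the floor, at most 1.05 for Oas1g (adjusted p = 0.971). Across the other settings, the adjusted interaction p-value of Irf7 lay between 1.09e-05 with no filter on low counts and 1.00 with the cultures of a line summed. With counts thinned to the smallest library, the fitted Oas1g interaction, which depends on the prior count, was below 0 (-0.29). Without the first fl/fl line, the interaction was 0.71 for Irf7 and 0.06 for Oas1a.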

The top 25 uniquely up- and down-regulated genes showed a surprising number of up-regulated transcripts known to play a role in innate immunity and anti-viral response and included the IFN-I–dependent genes *Oas1g*, *Oas3*, *Oas1a*, and *Irf7* (Fig. 2 B). We next performed formal gene set enrichment analysis using InnateDB (Breuer et al., 2013) to identify specific GO terms (gene ontology of biological processes) associated with genotype and treatment. In the top 500 regulated transcripts, we demonstrate that only in IL-22–treated *Atg16l1*^ΔIEC^, but not *Atg16l1*^fl/fl^ organoids, a significant enrichment of up-regulated processes related to innate immunity, herpes simplex infection, and cellular response to IFN-β is present in addition to expected pathways (e.g., ER stress and NF-κB activation; Fig. 2 C). 

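The IL-22 response was tested for lists of genes with camera, a two-sided competitive test against all other tested genes with a preset inter-gene correlation of 0.01, adjusted over 15 lists per comparison. The list of IFN-stimulated genes (ISG) holds 72 genes, 54 of them tested. In ΔIEC organoids its median log2 fold change was 0.72 and all 54 genes had positive values (adjusted p = 6.37e-16). By the test over all genes, 28 of the 54 passed the threshold, and 33 did when adjusted over the list alone. Unfolded protein response genes had a median of 0.43 in ΔIEC (26 of 27 positive, adjusted p = 3.83e-10) and 0.36 in fl/fl organoids (21 of 27, adjusted p = 3.77e-07). In that list 18 genes passed in ΔIEC and 12 in fl/fl organoids over all genes, and 19 and 13 when adjusted over the list alone. NF-κB targets had a median of 0.82 in ΔIEC (13 of 15 positive, adjusted p = 4.49e-06) and 0.78 in fl/fl organoids (13 of 15, adjusted p = 6.39e-07). Here 8 genes passed in ΔIEC and 9 in fl/fl organoids over all genes, and 9 in each when adjusted over the list alone. STAT3 targets, which IL-22 induces through its receptor, rose by a median of 4.32 in ΔIEC (adjusted p = 1.33e-99) and 3.48 in fl/fl organoids (adjusted p = 2.00e-89), with 13 of 14 genes positive in each. The interaction of genotype and IL-22 was 0.09 for the unfolded protein response (adjusted p = 0.0826), -0.04 for NF-κB (adjusted p = 0.153) and 0.21 for STAT3 targets (adjusted p = 0.0676). All of these IL-22 responses also passed fry, a rotation test that estimates the correlation from the data. The p-values of fry were not adjusted over lists.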

Using the STRING (Szklarczyk et al., 2015) database, we performed an interaction analysis of all genes included in the GO term “innate immune response,” which revealed a densely connected network of known IFN-stimulated genes (ISG), e.g., *Stat1*, *Ifit1*, *Irf7, Oas1g*, and *Oas2* genes (Fig. 2 D). 

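Of the 17 genes drawn in Fig. 2D, 12 had enough counts to be tested. All 12 were higher in IL-22–treated than in untreated ΔIEC organoids (median log2 fold change 1.46, camera, adjusted p = 4.49e-06), and the list also passed 0.05 under fry. The threshold over all genes was passed by 8, and 10 passed when adjusted over the list alone, which is not independent evidence because the study chose these genes on the same cultures. In fl/fl organoids the median was 0.47 with 11 of 12 above 0 (camera, adjusted p = 0.196), past 0.05 under fry only. There 0 of 12 genes passed over all genes and 0 over the list alone, and over all 12559 genes 5265 had an unadjusted p-value under 0.05. Ifit1 (ENSMUSG00000034459.8, chromosome 19, 34640871 to 34650009) rose from 5.98 ± 4.48 to 16.3 ± 7.86 CPM (SD, n = 4) in ΔIEC organoids (log2 fold change 1.51, SE 0.38, adjusted p = 0.00513). The treated and untreated cultures overlapped in Ifit1 (exact permutation p = 0.0857). Leaving out 1 culture or 1 line took Ifit1 past 0.01 in 6 of 20 fits, to 0.127 without the first ΔIEC line. Isg15 (ENSMUSG00000035692.6, chromosome 4, 156199424 to 156200818) rose from 3.37 ± 1.29 to 16.5 ± 7.27 CPM (log2 fold change 2.29, SE 0.37, adjusted p = 9.54e-05), and had an adjusted p of 0.0119 without the second ΔIEC line. The log2 interaction of genotype and IL-22 was 1.54 for Ifit1 (adjusted p = 0.530) and 1.02 for Isg15 (adjusted p = 0.834), neither past the threshold. With no filter on low counts, the interaction of Ifit1 had an adjusted p of 0.00777, the lowest of its settings, the highest being 1.00. Oas2 (ENSMUSG00000032690.16, chromosome 5, 120730333 to 120749853) had too few counts to be tested. It had 4 to 8 counts per culture in IL-22–treated ΔIEC organoids and at most 2 in any other culture.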

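In IL-22–treated against untreated fl/fl organoids, 43 of the 54 tested genes of the ISG list had positive fold changes, with a median of 0.47 on the log2 scale. With 3 genes that were at the floor of 3 counts in a whole group set to their lower bounds, the median was 0.45. The camera test over the 15 lists gave an adjusted p of 4.19e-05, and the list also passed 0.05 under fry. Across the cultures and lines left out in turn, the median lay between 0.41 and 0.59. With at least 10 counts required in every culture, which left 36 listed genes, the median was 0.20 and the list still passed 0.05. A median fold change of -0.05 over all tested genes was the background of this comparison. The threshold over all genes was passed by 13 of the 54 genes, all higher: Adar, Dtx3l, Eif2ak2, Helz2, Ifitm3, Irf9, Parp14, Parp9, Psmb10, Slfn2, Trim25, Uba7 and Zbp1. Adjusted over the list alone, the number was 13 as well. Ifitm3 (ENSMUSG00000025492.6, chromosome 7, 141009586 to 141010770) rose from 40.9 ± 4.30 to 56.3 ± 4.09 CPM (SD, n = 4) in fl/fl organoids, a log2 fold change of 0.47 (SE 0.10, adjusted p = 0.00126), with every treated culture above every untreated one. Without the first fl/fl line Ifitm3 had a log2 fold change of 0.35 (adjusted p = 0.0836, the highest of any setting, the lowest being 1.12e-04).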

Notably, ISG and related processes were not up-regulated in IL-22–treated *Atg16l1*^fl/fl^ intestinal organoids (Fig. S3, C and E). In the absence of IL-22 stimulation, we only detected one ISG (*Ifitm3)* to be significantly up-regulated in *Atg16l1*^ΔIEC^ compared with *Atg16l1^fl/fl^* intestinal organoids (Fig. S3, D and F), indicating the absence of an IFN-I signature at baseline. Thus, we conclude that the interplay of deficient autophagy and IL-22 signaling is characterized by a unique IFN-I gene signature in intestinal epithelial cells.

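Between untreated ΔIEC and untreated fl/fl organoids, 475 genes were higher and 751 lower in ΔIEC past the threshold (4 cultures against 4). Each genotype comes from 2 lines, so differences between genotypes and between lines are measured on the same cultures. Leaving out the first fl/fl line left 110 higher and 425 lower genes, and leaving out the first ΔIEC line left 126 and 319. Without untreated fl/fl replicate 2, the numbers were 216 and 461, and without untreated ΔIEC replicate 1 they were 223 and 410. With the cultures of each line summed, 3 genes were higher and 7 lower. Ifitm3 was at 96.9 ± 7.58 CPM (SD, n = 4) in untreated ΔIEC organoids, above every untreated fl/fl culture, a log2 fold change of 1.24 between the genotypes (SE 0.098, adjusted p = 1.80e-07). Across all settings the change of Ifitm3 stayed between 1.11 and 1.37. Of the 54 tested genes of the ISG list, 33 were higher in untreated ΔIEC organoids, with a median log2 fold change of 0.13 (camera, adjusted p = 0.00650 over 15 lists), and it did not pass 0.05 under fry. The list no longer passed 0.05 without the second fl/fl line (median 0.10), with only the compared groups in the fit (median 0.03) or without the genes of Fig. 2 and the text (median 0.03). With at least 10 counts required in every culture, the median was 0.0042 and the list did not pass either. Leaving out the first fl/fl line gave a median of 0.26 and leaving out the second ΔIEC line 0.04, and without single cultures it lay between 0.06 and 0.18. The threshold over all genes was passed by 4 listed genes, Ifitm3, Ifit2, Lgals3bp and Oas1g, and by 3 genes when adjusted over the list alone. Oas1g was higher by at least 1.85 on the log2 scale, against the floor of 3 counts in fl/fl organoids (adjusted p = 2.39e-04, all 4 ΔIEC cultures above all 4 fl/fl cultures). Irf7 changed by -0.14 (SE 0.26, adjusted p = 0.752). The sign of Irf7 changed without untreated fl/fl replicate 1 (0.14), untreated ΔIEC replicate 1 (0.09), the first fl/fl line (0.39) or the first ΔIEC line (0.05).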

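As a summary per culture, the level of the ISG list is the mean log2 CPM of its tested genes, each taken relative to its mean in untreated fl/fl organoids. IL-22 raised this level from 0 ± 0.151 (SD, n = 4) to 0.488 ± 0.0760 in fl/fl organoids and from 0.301 ± 0.162 to 1.24 ± 0.246 in ΔIEC organoids, with no overlap between treated and untreated cultures of either genotype (exact permutation p = 0.0286 each). The difference between the genotypes was 0.754 with IL-22, larger than the spread between cultures (exact permutation p = 0.0286), and 0.301 without it (exact permutation p = 0.0571). These tests exchange single cultures, while each genotype comes from only 2 lines. They therefore do not separate the genotype from the lines. Within lines the IL-22 effect was 0.94 in both ΔIEC lines and 0.36 and 0.61 in the fl/fl lines. In the interaction of genotype and IL-22, 48 of the 54 genes had a larger fold change in ΔIEC organoids, with a median difference of 0.40 on the log2 scale (camera, adjusted p = 2.42e-09 over 15 lists), and the list passed 0.05 under fry. Leaving out 1 line at a time gave medians from 0.26 (without the first fl/fl line) to 0.53 (without the second fl/fl line). By itself, 0 of the 54 genes passed the interaction threshold over all genes or when adjusted over the list alone. The paper found IFN-stimulated genes among those up-regulated by IL-22 in ΔIEC organoids and not in treated fl/fl organoids. In untreated ΔIEC organoids it found only Ifitm3. From this it concludes that IL-22 signaling with deficient autophagy carries a unique IFN-I signature. Its discussion also draws on other assays. There it describes the cGAS–STING response to IL-22 as detectable in wild-type cells and much stronger without functional Atg16l1.

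**Figure D2:**
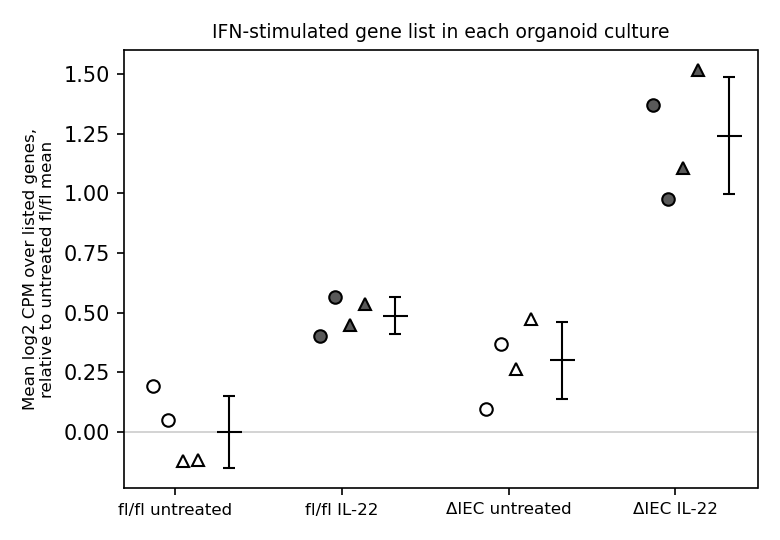
Level of the ISG list (mean log2 CPM of the 54 tested genes relative to untreated fl/fl organoids) in each culture; circles mark the first and triangles the second line, open symbols untreated and filled symbols IL-22–treated cultures, and bars the mean ± SD of 4 cultures. IL-22–treated ΔIEC cultures lie from 0.974 to 1.52, above the treated fl/fl cultures at 0.402 to 0.564.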

**Figure 2.**
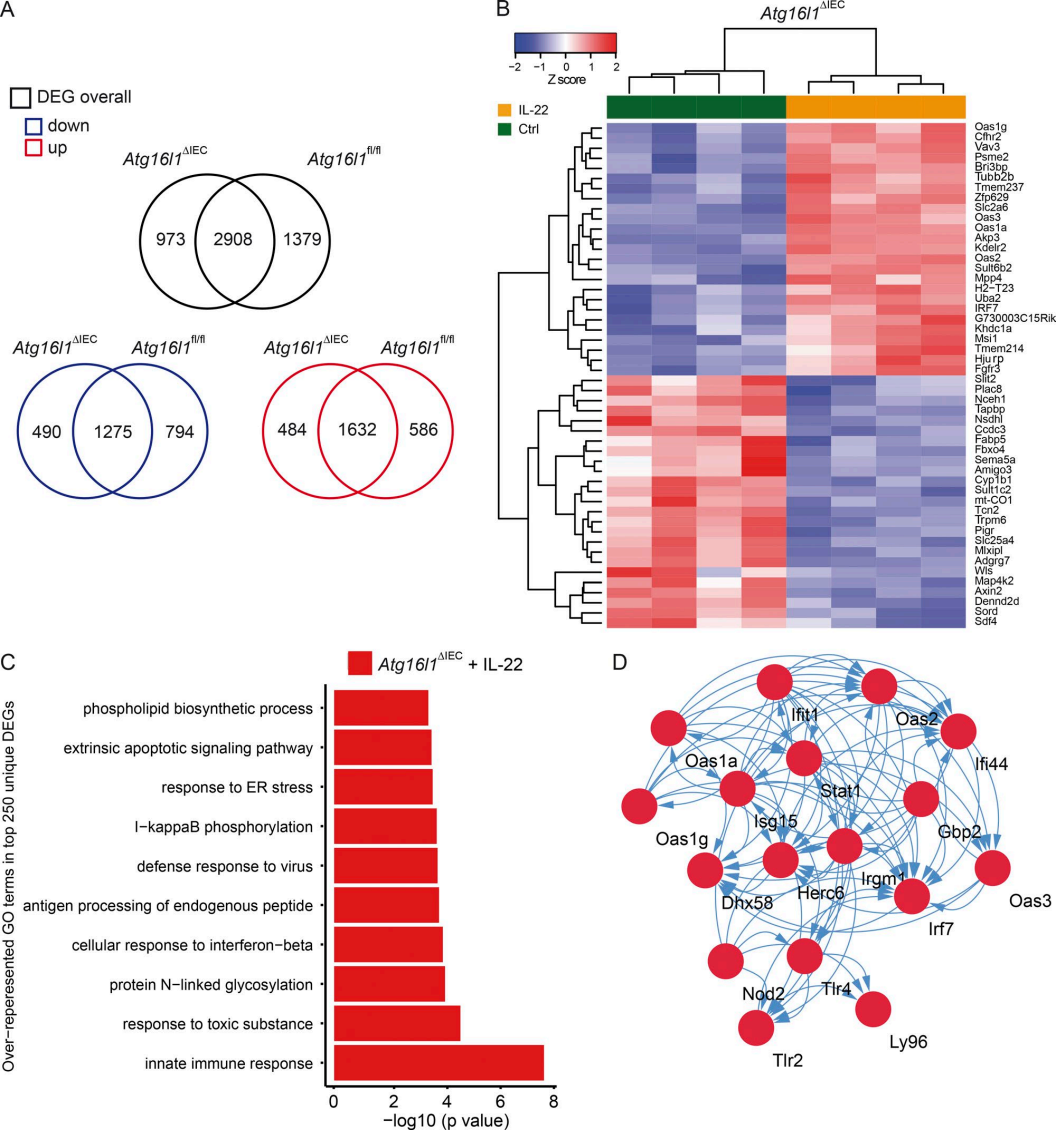
**Atg16l1 orchestrates an IL-22–dependent IFN-I signature in intestinal organoids. (A)** Venn diagram showing numbers of differentially expressed transcripts (overall, black) and significantly up-regulated (below, red) and down-regulated (below, blue) transcripts in small intestinal organoids (*Atg16l1*^fl/fl^, *Atg16l1*^ΔIEC^) in response to stimulation with IL-22 (10 ng/ml) for 24 h (*n* = 4 each). Differential expression was determined using RNA sequencing and the DESEQ2 algorithm. **(B)** Heat map showing clustering of top 25 up- and down-regulated genes in response to IL-22 (10 ng/ml) according to genotype. **(C)** Gene set enrichment (GO) analysis of top 250 uniquely up-regulated genes in IL-22–treated *Atg16l1*^ΔIEC^ intestinal organoids. **(D)** STRING-based network analysis of all genes contributing to the GO term “innate immune response” detected in C. Note a strong contribution of an IFN-I–related signature.

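Of the 50 genes drawn in the heat map of Fig. 2B, 24 of the 25 drawn higher and 23 of the 25 drawn lower in IL-22–treated ΔIEC organoids had enough counts to be tested. Among the former, 13 had a positive IL-22 effect in ΔIEC organoids (11 past the threshold) and 11 a negative one (10 past the threshold). Those 11 were Vav3, Bri3bp, Tubb2b, Tmem237, Zfp629, Akp3, Mpp4, G730003C15Rik, Msi1, Hjurp and Fgfr3, with log2 fold changes from -2.85 for Akp3 to -0.58 for Hjurp, which did not pass (adjusted p = 0.0300). Among the genes drawn lower, 14 had a negative effect (13 past the threshold) and 9 a positive one, all past the threshold. The latter were Plac8, Tapbp, Ccdc3, Fbxo4, Amigo3, Adgrg7, Dennd2d, Sord and Sdf4, with log2 fold changes from 0.35 for Sdf4 to 1.49 for Amigo3. For the 24 genes together the median effect was 0.36 in ΔIEC and 0.04 in fl/fl organoids, and for the 23 genes -0.54 and -0.16. An interaction of genotype and IL-22 past the threshold was found for 0 of the 24 and 0 of the 23 genes. At an unadjusted p-value under 0.05, it held for 15 and 12. With the line as a block, it passed for 6 of the genes drawn higher (Tmem237, Sult6b2, Tubb2b, G730003C15Rik, Mpp4 and Akp3) and for 7 of those drawn lower (Sord, mt-Co1, Axin2, Mlxipl, Plac8, Sult1c2 and Sema5a). The study chose these genes on the same cultures, so their number is not independent evidence.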

### Loss of *Atg16l1* potentiates IL-22–induced IFN-I expression via STING-dependent recognition of cytosolic dsDNA

As cytosolic dsDNA is a strong inducer of ISG, and autophagy is required for removal of double-stranded (ds)DNA (Saitoh et al., 2009; Bartsch et al., 2017), we tested the hypothesis that IL-22 signaling may induce the release of dsDNA into the cytosol, which in turn may evoke the IFN signature. Using intestinal epithelial Caco-2 cells with a CRISPR/Cas9-guided deletion of *ATG16L1* (*ATG16L1^−/−^*), we observed a significant increase of nucleoids (i.e., cytosolic speckles staining positive for dsDNA; Bartsch et al., 2017) in response to IL-22 stimulation, which was augmented in *ATG16L1^−/−^* cells (Fig. 3, A and B). As initiation of IFN-I secretion upon cytosolic dsDNA is established by stimulator of IFN genes (STING), which is encoded by the *Tmem173* gene (Barber, 2015), we tested whether IL-22–dependent ISG induction is mediated via cyclic GMP-AMP synthase (cGAS, necessary for catalyzing cGAMP synthesis for STING activation)/STING. For this purpose, we derived intestinal organoids from *Sting*^gt^ mice, which harbor a single nucleotide variant (T596A) of *Tmem173*/STING that functions as a null allele and fails to produce detectable protein (Sauer et al., 2011). To exclude a role for cytosolic dsRNA as the origin of ISG regulation, we derived intestinal organoids from *Mda5*^−/−^ (melanoma differentiation-associated protein 5) mice, which carry a deletion of a crucial dsRNA helicase enzyme necessary for recognition of dsRNA (Wu et al., 2013). We showed that IL-22–induced ISG levels are indeed evoked by sensing of dsDNA, not RNA, as IL-22–induced ISG expression was completely abrogated in *Sting*^gt^, but not *Mda5*^−/−^ organoids (Fig. 3 C). The dependency of IL-22–initiated ISG induction on the cGAS–STING pathway was further confirmed using *Cgas*^−/−^ and *Irf3*^−/−^ (IFN regulatory factor 3, transcription factor downstream of STING) intestinal organoids, both of which showed absent ISG induction in response to IL-22 (Fig. 3 D). We excluded an amplifying role of type III IFNs for the induction of ISGs, as *Il28r*^−/−^ organoids showed an increased ISG expression in response to IL-22 (Fig. 3 D). IL-22 induced a comparable up-regulation of *Sting* on transcript (Fig. 3 E), as well as protein level (Fig. 3 F), both in *Atg16l1*^ΔIEC^ and *Atg16l1*^fl/fl^ organoids, indicating that the enhanced ISG induction cannot be explained by different *Sting* levels in the absence of ATG16L1. To further investigate whether *Atg16l1* deficiency increases downstream signaling of the cGAS–STING pathway, we analyzed the phosphorylation of TANK-binding kinase 1 (TBK1) in response to IL-22 stimulation, which was stronger in *Atg16l1*^ΔIEC^ organoids (Fig. 3 G) and *ATG16L1^−/−^* Caco-2 cells compared with their WT counterparts (Fig. 3 H).

**Figure 3.**
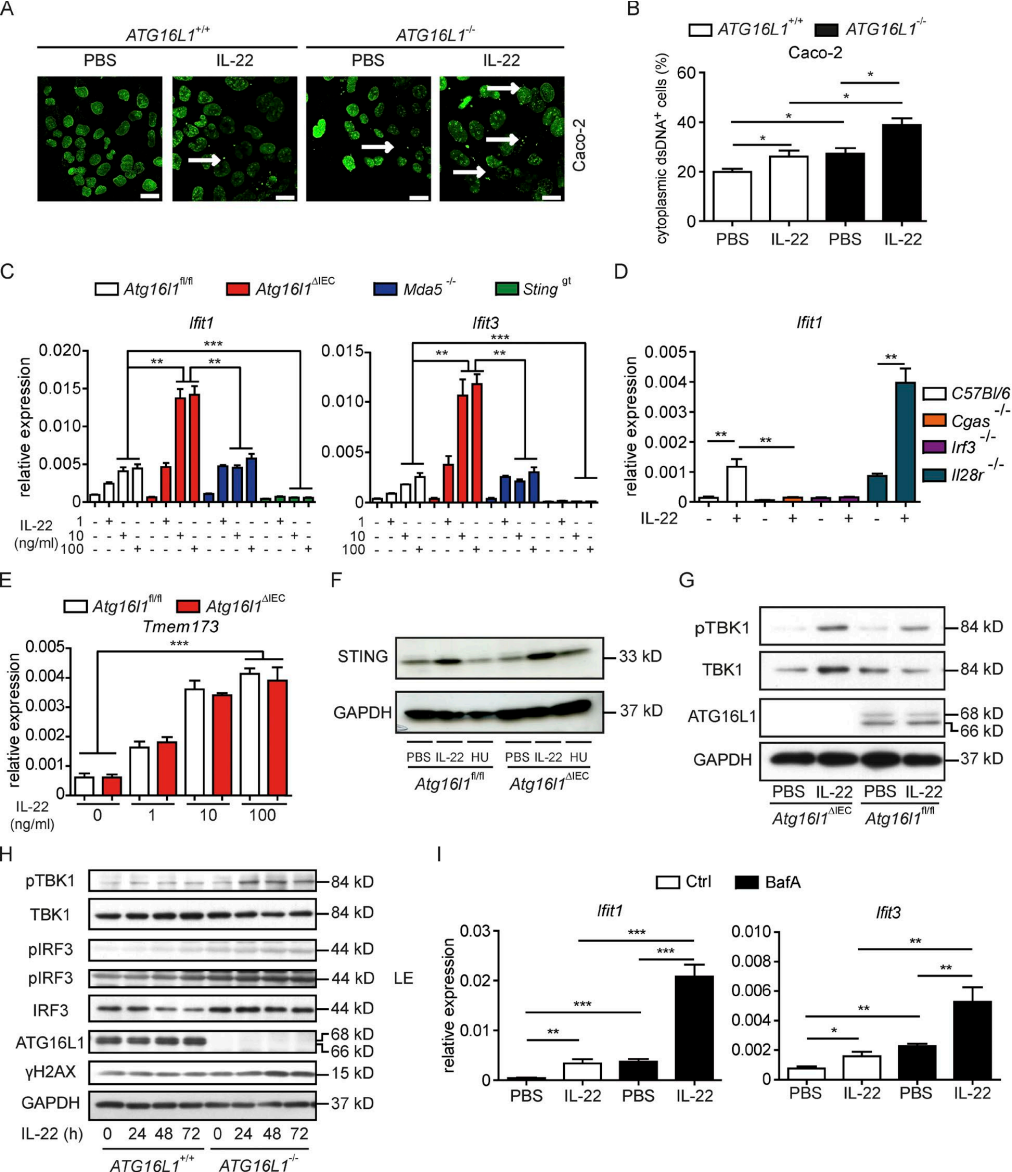
**ATG16L1 coordinates an IL-22–dependent IFN-I signature via STING signaling. (A and B)** Representative pictures (A) and quantification (B) of dsDNA in Caco-2 cells (*ATG16L1*^+/+^ vs. *ATG16L1*^−/−^) treated with rhIL-22 (100 ng/ml) for 24 h (*n* = 3 each). dsDNA was visualized in Caco-2 cells using an anti-dsDNA antibody (second antibody: Alexa Fluor 488–conjugated anti-mouse). Arrows indicate representative cytoplasmic dsDNA spots. Bars, 10 µm. **(C)** qPCR of *Ifit1* and *Ifit3* in intestinal organoids (*Atg16l1*^fl/fl^, *Atg16l1*^ΔIEC^, *Sting*^gt^, *Mda5*^−/−^) treated with or without rmIL-22 (1, 10, or 100 ng/ml) for 24 h (*n* = 3 each). **(D)** qPCR of *Ifit1* in intestinal organoids (*C57BL/6, Cgas^−/−^, Irf3^−/−^, Il28r^−/−^)* treated with rmIL-22 (100 ng/ml) or PBS for 24 h (*n* = 3 each). **(E)** qPCR of *Sting* in intestinal organoids (*Atg16l11*^fl/fl^, *Atg16l1*^ΔIEC^) treated with rmIL-22 (1, 10, or 100 ng/ml; *n* = 3 each). **(F)** Protein lysates from intestinal organoids (*Atg16l1*^fl/fl^, *Atg16l1*^ΔIEC^) treated with either rmIL-22 (100 ng/ml) or hydroxyurea (HU; 2 µM) for 24 h were subjected to immunoblot analysis against STING. **(G)** Western blot analyses from intestinal organoids (*Atg16l11*^fl/fl^, *Atg16l1*^ΔIEC^) treated with rmIL-22 (100 ng/ml) for 24 h. Lysates were probed against pTBK1, TBK1, ATG16L1, and GAPDH. **(H)** Protein lysates from Caco-2 cells (*ATG16L1*^+/+^ vs. *ATG16L1*^−/−^), treated with IL-22 (100 ng/ml) for indicated time points were subjected to immunoblot analysis against indicated proteins. LE: longer exposure. **(I)** qPCR of *Ifit1* and *Ifit3* in intestinal organoids (*C57BL/6J*) treated with rmIL-22 (100 ng/ml) and BafA (5 nM) for 24 h (*n* = 3 each). Results (A–I) represent at least two independent experiments. Significance determined using two-tailed Student’s *t* test and expressed as the mean ± SEM. *, P < 0.05; **, P < 0.01; ***, P < 0.001.

Excessive STING activation in *Atg16l1*^ΔIEC^ organoids was dependent on defective autophagy as pharmacological inhibition of autophagy with BafA phenocopied the enhanced IL-22–induced ISG induction in WT organoids (Fig. 3 I). We further examined a potential interplay of ER stress and IL-22 signaling in amplifying epithelial DNA damage and subsequent ISG induction. Epithelial cells cotreated with IL-22 and TM exhibited increased epithelial DNA damage compared with cells treated only with IL-22 as shown by increased γH2AX staining and increased induction of *Cxcl10*. The latter effect could be rescued by STAT3 inhibition (Fig. S2, K and L).

### Systemic IL-22 treatment induces intestinal inflammation in *Atg16l1*^ΔIEC^ mice

To investigate the hypothesis that ATG16L1 coordinates protective IL-22 signaling in vivo, *Atg16l1*^fl/fl^ and *Atg16l1*^ΔIEC^ mice were treated with daily i.p. injections of recombinant IL-22 (2 µg/20 g bodyweight) for 6 d (Fig. 4 A) during a short course (3 d) of DSS in drinking water at a low concentration (2%). *Atg16l1*^ΔIEC^ mice presented with increased weight loss and heightened inflammatory disease activity index upon IL-22 treatment (Fig. 4 B). Using this mild treatment, we did not observe any induction of colonic inflammation, regardless of genotype or treatment (Fig. 4 C). Histological analysis revealed that the short course of DSS surprisingly led to significantly increased inflammatory cell infiltrates into the mucosa of the terminal ileum in *Atg16l1*^ΔIEC^ mice (Fig. 4, D and E), which was markedly enhanced by IL-22 administration. This was associated with increased levels of epithelial cell death and DNA damage as depicted by increased numbers of terminal dUTP nick end labeling (TUNEL)^+^ (Fig. 4, F and G) and γH2AX^+^ epithelial cells (Fig. 4, H and I), when compared with littermate *Atg16l1*^fl/fl^ mice. Of note, *Atg16l1*^ΔIEC^ mice also at baseline had slightly higher numbers of TUNEL^+^ epithelial cells and γH2AX^+^ epithelial cells, which may point to a vulnerable state of the epithelial lining in the absence of additional stressors. In line with increased STING activation, IL-22–treated *Atg16l1*^ΔIEC^ mice displayed a strong increase of punctate pTBK1 staining in the small intestinal crypt region (Fig. 4, J and K; and Fig. S4 A) and showed epithelial up-regulation of ISG (*Ifit1*, *Ifit3*, and *Cxcl10*) and *Tnf* as demonstrated by quantitative PCR (qPCR; Fig. 4 l).

**Figure 4.**
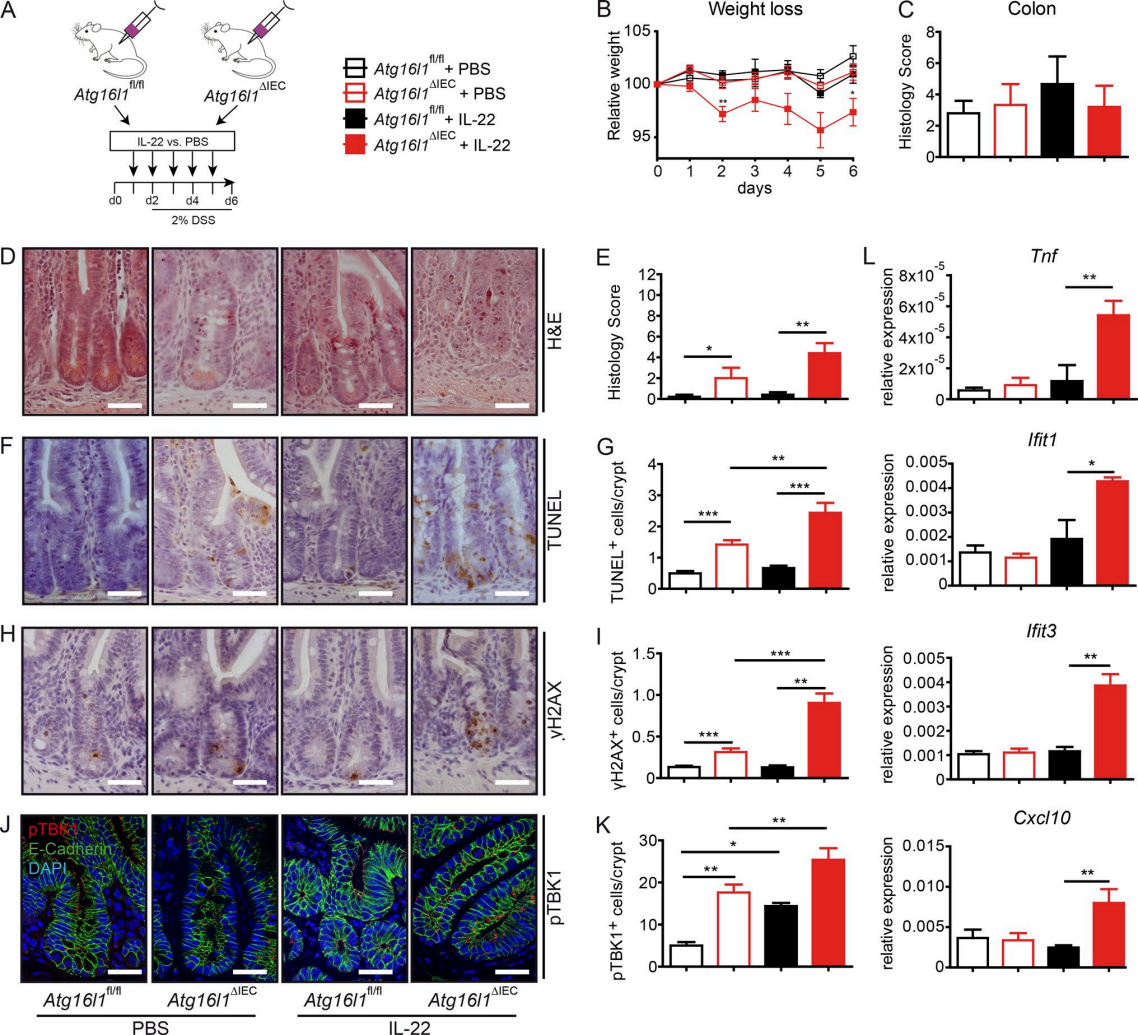
**IL-22 induces ileal inflammation in *Atg16l1*^ΔIEC^ mice. (A)** Stimulation scheme of *Atg16l1*^fl/fl^ and *Atg16l1*^ΔIEC^ mice (*n* = 5/5/5/5). Mice were treated with 2 µg/20 mg bodyweight of rmIL-22 i.p. every day over the course of 6 d. **(B)** Weight loss curve. **(C)** Statistical evaluation of the histological inflammation score in colon sections. **(D–K)** Histological evaluation of small intestinal sections with representative pictures and absolute quantification for H&E (D and E), TUNEL (F and G), and γH2AX (H and I; *n* = 5 each). Representative IF staining and statistical evaluation of small intestinal sections stained against pTBK1 (second antibody: Alexa Fluor 546–conjugated anti-rabbit; red) and counterstained with DAPI and anti-E-cadherin (second antibody: Alexa Fluor 488–conjugated anti-mouse; green; J and K; *n* = 5 each). For quantification, a minimum of 100 crypts/intestine were assessed in each treatment group by two independent observers. Bars, 100 µm. **(L)** Gene expression of *Tnf*, *Ifit1*, *Ifit3*, and *Cxcl10* from small intestinal crypts (*n* = 4 each). Results represent one experiment. Significance determined using two-tailed Student’s *t* test and expressed as the mean ± SEM. *, P < 0.05; **, P < 0.01; ***, P < 0.001.

### Systemic IL-22 treatment induces intestinal inflammation in *Atg16l1*^ΔIEC^/*Xbp1*^ΔIEC^ mice

We next investigated the impact of IL-22 on the inflammatory phenotype in mice carrying an epithelial deletion in *Atg16l1* and *Xbp1* (called *Atg16l1*^ΔIEC^/*Xbp1*^ΔIEC^ mice hereafter; Adolph et al., 2013). The line is known to develop spontaneous ileitis with signs of severe ER stress. *Atg16l1*^fl/fl^/*Xbp1*^fl/fl^ and *Atg16l1*^ΔIEC^/*Xbp1*^ΔIEC^ were treated systemically with recombinant IL-22 or PBS for 14 d (Fig. 5 A). As expected, *Atg16l1*^ΔIEC^/*Xbp1*^ΔIEC^ presented at baseline with significant ileal inflammation and cell death. This phenotype was aggravated upon IL-22 stimulation as demonstrated by histology (Fig. 5, B and C) and count of TUNEL^+^ (Fig. 5, D and E) and γH2AX^+^ (Fig. 5, F and G) cells. Intriguingly, IL-22 induced an increase in cytosolic dsDNA^+^ nucleoids (Fig. 5, H and I) and consecutive phosphorylation of TBK1^+^ (Fig. 5, J and K; and Fig. S4 B) cells along with increased small intestinal *Tnf* and *Ifnb* expression in IL-22–treated *Atg16l1*^ΔIEC^/*Xbp1*^ΔIEC^ mice (Fig. 5 L).

**Figure 5.**
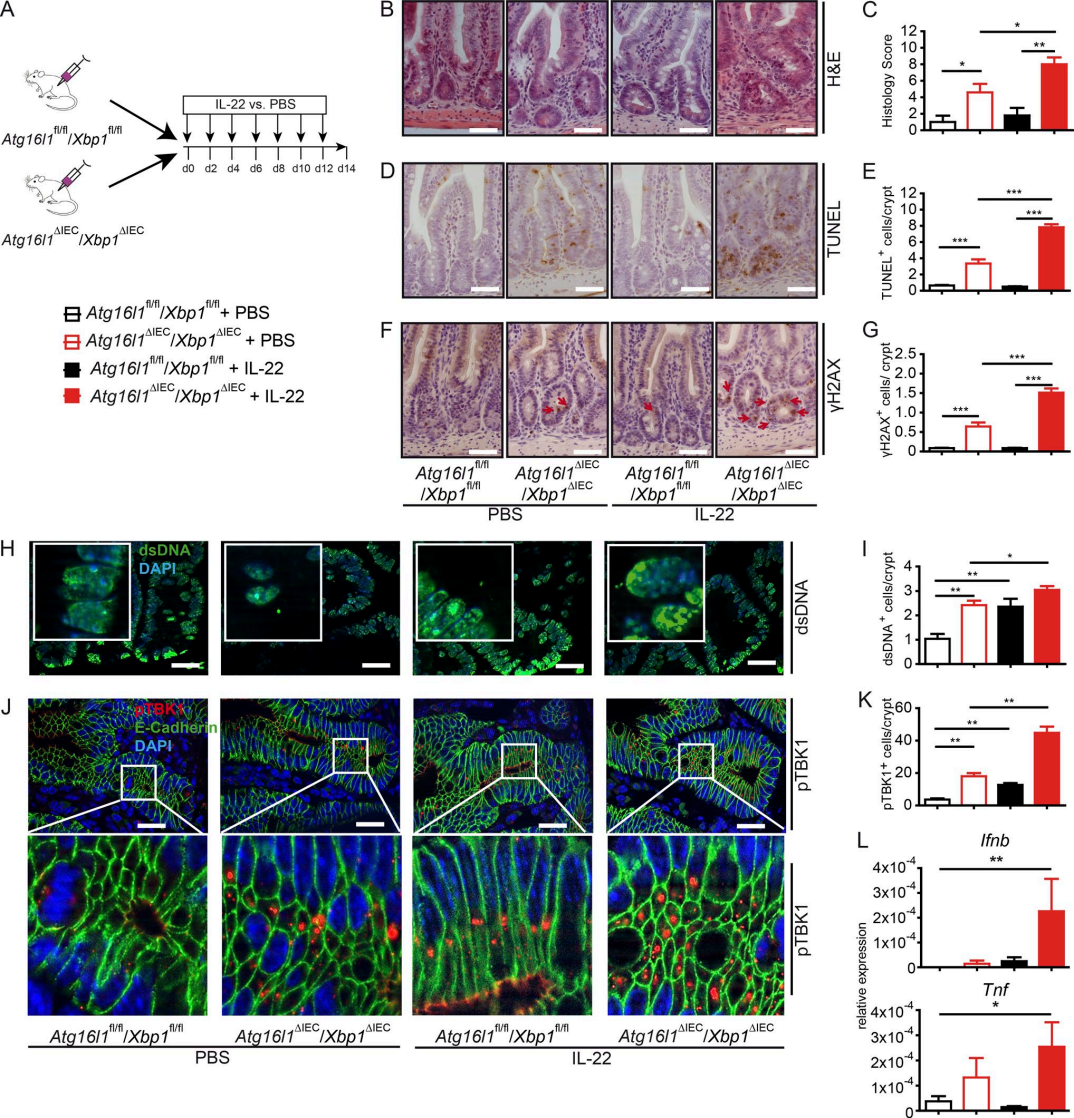
**IL-22 aggravates epithelial cell death–mediated inflammation in *Atg16l1*^ΔIEC^/*Xbp1*^ΔIEC^ mice. (A)** Treatment scheme of *Atg16l1*^fl/fl^/*Xbp1*^fl/fl^ and *Atg161*^ΔIEC^*/Xbp1*^ΔIEC^ mice (*n* = 7/7/7/6). **(B–K)** Histological evaluation of small intestinal sections with representative pictures and absolute quantification for H&E (B and C), TUNEL (D and E), and γH2AX (F and G; *n* = 5 each). Representative IF staining (including magnification inserts) and statistical evaluation of small intestinal sections stained against dsDNA (second antibody: Alexa Fluor 488–conjugated anti-mouse antibody; green; counterstained with DAPI; H and I) and pTBK1 (second antibody: Alexa Fluor 546–conjugated anti-rabbit; red), counterstained with DAPI and anti–E-cadherin (second antibody: Alexa Fluor 488–conjugated anti-mouse; green; J and K; *n* = 5 each). For quantification a minimum of 100 crypts/intestine were assessed in each treatment group. Bars, 100 µm. **(L)** qPCR of *Ifnb* and *Tnf* in ileal mucosa (*n* = 4 each). Results represent one experiment. Significance determined using two-tailed Student’s *t* test and expressed as the mean ± SEM. *, P < 0.05; **, P < 0.01; ***, P < 0.001.

This corroborates the notion that ER stress and autophagy pathways control IL-22–dependent activation of STING-dependent signaling. Consistent with this, intestinal organoids double deficient for *Atg16l1* and *Ormdl3*, another ER stress regulatory gene, genetic variants of which confer genetic risk for IBD (McGovern et al., 2010), also exhibited significant up-regulation of ISG genes and *Tnf* induction in response to IL-22 stimulation (Fig. S4 C). Notably, epithelial ISG and *Tnf* induction appear confined to IL-22, as other cytokines of the IL-10 family (IL-10 and IL-19) were not able to fully phenocopy IL-22 effects in WT intestinal organoids (Fig. S4 D).

### cGAS–STING licenses TNF production and epithelial necroptosis in response to IL-22 stimulation

Increased levels of TNF have been reported in the context of impaired ER stress and autophagy (Adolph et al., 2013), and TNF-induced cell death in *Atg16l1*^ΔIEC^ intestinal organoids depends on MLKL, which is a central regulator of necroptosis (Matsuzawa-Ishimoto et al., 2017). We therefore investigated whether (1) STING signaling is involved in epithelial TNF production downstream of IL-22 and (2) whether STING-amplified TNF production contributes to cell death in *Atg16l1*^ΔIEC^ or *Atg16l1*^ΔIEC^/*Xbp1*^ΔIEC^ intestinal organoids. We found that TBK1 phosphorylation upon IL-22 stimulation was increased in *Atg16l1*^ΔIEC^/*Xbp1*^ΔIEC^ intestinal organoids suggesting increased STING activation (Fig. 6 A). IL-22 led to a concentration-dependent up-regulation of *Tnf* and *Mlkl* expression (Fig. 6 B). We therefore hypothesized that cGAS–STING activation in response to IL-22 stimulation may orchestrate downstream expression of TNF. Supporting this hypothesis, IL-22–induced TNF expression (Fig. 6, C and D) was significantly reduced in *Sting^gt^* organoids, whereas vice versa cotreatment of *Sting^gt^* with IL-22 and IFN-β significantly increased *Tnf* and *Cxcl10* expression (Fig. 6 E). To delineate whether type III IFNs (e.g., IFN-λ) are involved in the IL-22 amplification loop to induce TNF, we stimulated intestinal organoids from WT or mice deficient for *Il28r*, the receptor for IFN-λ, with IL-22. IL-22–induced expression of *Cxcl10* and *Tnf* were increased in *Il28r*^−/−^ organoids, indicating that IFN-λ is not involved in amplifying *Tnf* induction (Fig. 6 F), but rather dampens inflammatory epithelial responses, as described previously (Chiriac et al., 2017). The enhancing effect of IL-22 and IFN-I on TNF induction was further confirmed in WT organoids as costimulation with IL-22, and IFN-β showed significantly increased *Tnf* and *Mlkl* gene expression (Fig. 6 G) and increased TNF protein concentration (Fig. 6 H).

**Figure 6.**
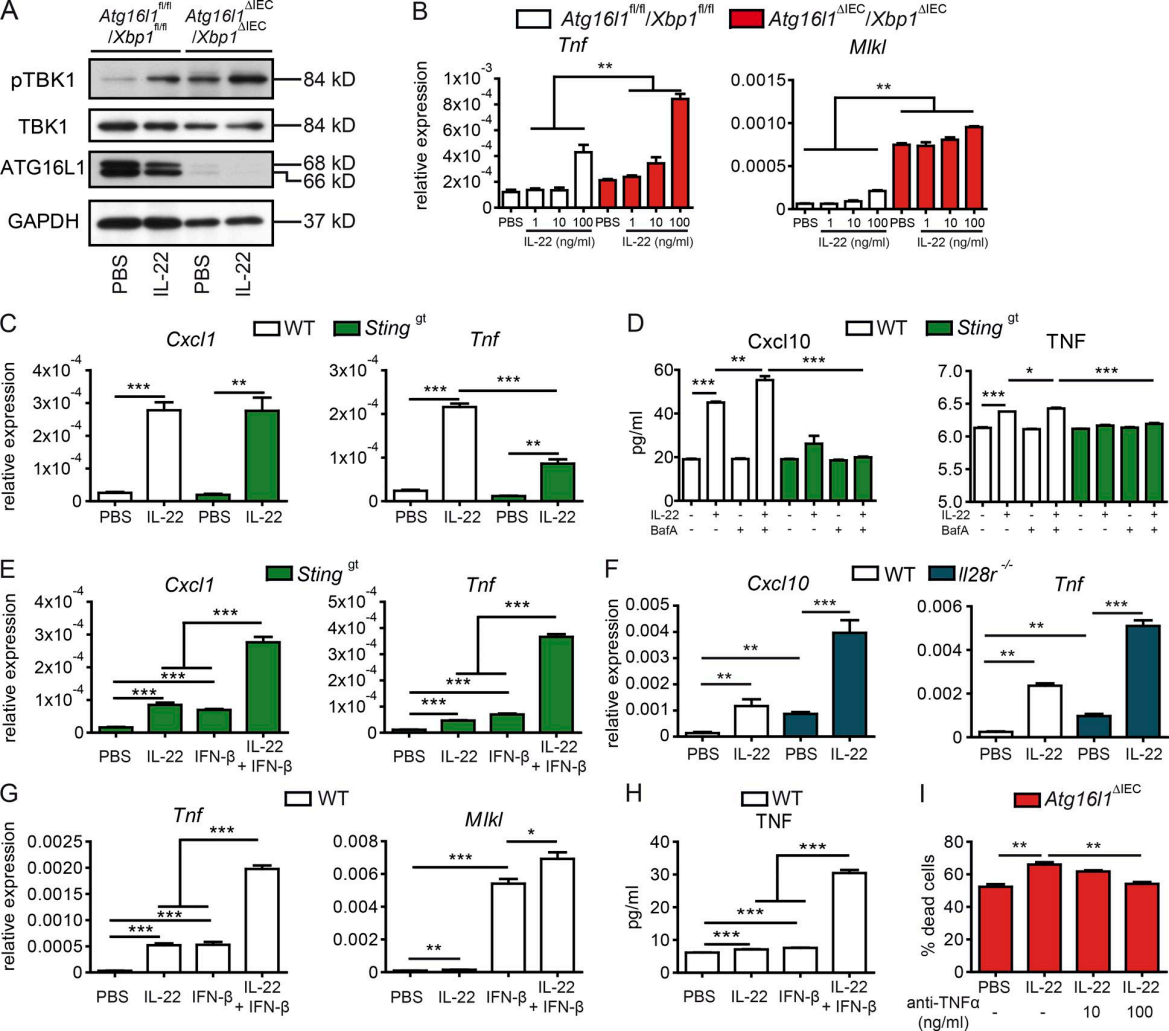
**STING and IFN-I signals synergize in TNF induction and necroptosis in intestinal epithelial organoids. (A)** Immunoblot analyses from protein lysates derived from *Atg16l1*^fl/fl^/*Xbp1*^fl/fl^ and *Atg16l1*^ΔIEC^/*Xbp1*^ΔIEC^ organoids stimulated with rmIL-22 (100 ng/ml) for 24 h and probed against pTBK1, TBK1, ATG16L1, and GAPDH. **(B)** Transcript levels of *Tnf* and *Mlkl* in small intestinal organoids (*Atg16l1*^fl/fl^/*Xbp1*^fl/fl^ and *Atg16l1*^ΔIEC^/*Xbp1*^ΔIEC^) treated with rmIL-22 (100 ng/ml) for 24 h as assessed by qPCR (*n* = 4 each). **(C)** Transcript levels of *Cxcl1*, *Tnf* in small intestinal organoids (*C57BL/6, Sting*^gt^) treated with rmIL-22 (100 ng/ml) for 24 h as assessed by qPCR (*n* = 4 each). **(D)** Concentration of CXCL10 and TNF in the supernatant of intestinal organoids (*C57BL/6, Sting*^gt^) treated with rmIL-22 (100 ng/ml), bafilomycin A (BafA; 5 nM) or both for 24 h, as detected via ELISA (*n* = 3 each). **(E)** qPCR of *Cxcl1*, *Tnf* in small intestinal organoids (*Sting*^gt^) treated with rmIL-22 (100 ng/ml) or IFN-β (1,000 IU/ml) or both for 24 h (*n* = 3 each). **(F)** qPCR of *Cxcl10*, *Tnf* in small intestinal organoids from *C57BL/6* or *Il28r^−/−^* mice treated with rmIL-22 (100 ng/ml) for 24 h (*n* = 3 each). **(G)** qPCR of *Mlkl* and *Tnf* in small intestinal organoids (*C57BL/6*) treated with rmIL-22 (100 ng/ml) or IFN-β (1,000 IU/ml) or both for 24 h (*n* = 3 each). **(H)** Concentration of TNF in the supernatant of intestinal organoids (*C57BL/6*) treated with rmIL-22 (100 ng/ml) or IFN-β (1,000 IU/ml) or both for 24 h, as detected via ELISA. **(I)** Assessment of dead cells from intestinal organoids (*Atg16l1*^ΔIEC^) stimulated with rmIL-22 (100 ng/ml) for 24 h in the absence or presence of anti-TNF antibody (10 and 100 ng/ml; *n* = 3 each). Results represent two independent experiments. Significance determined using two-tailed Student’s *t* test and expressed as the mean ± SEM. *, P < 0.05; **, P < 0.01; ***, P < 0.001.

To mechanistically prove that TNF is a downstream mediator of IL-22–induced cell death, we stimulated *Atg16l1*^ΔIEC^ intestinal organoids with IL-22 in the presence or absence of murine anti-TNF neutralizing antibody. We observed a dose-dependent protective effect of anti-TNF treatment, indicating that TNF acts as a downstream factor of IL-22–induced cell death (Fig. 6 I).

We next elucidated whether STING signaling is involved in IL-22–induced cell death in the context of impaired autophagy. We thus stimulated WT or *Sting*^gt^ intestinal organoids with IL-22 and BafA and assessed cell death in intestinal organoids by flow cytometry. *Sting^gt^* organoids were significantly protected from IL-22^+^BafA–induced cell death compared with WT organoids (Fig. 7, A–C). Since IFN-I induces MLKL expression (Günther et al., 2016), a central regulator of necroptosis, we investigated whether IL-22/STING–induced cell death depends on MLKL. IL-22^+^BafA–induced cell death was significantly lower in *Mlkl^−/−^* compared with WT intestinal organoids (Fig. 7, D–F). Thus, consistent with a recent report (Legarda et al., 2016) we conclude that IL-22/STING–dependent cell death involves MLKL-dependent necroptosis.

**Figure 7.**
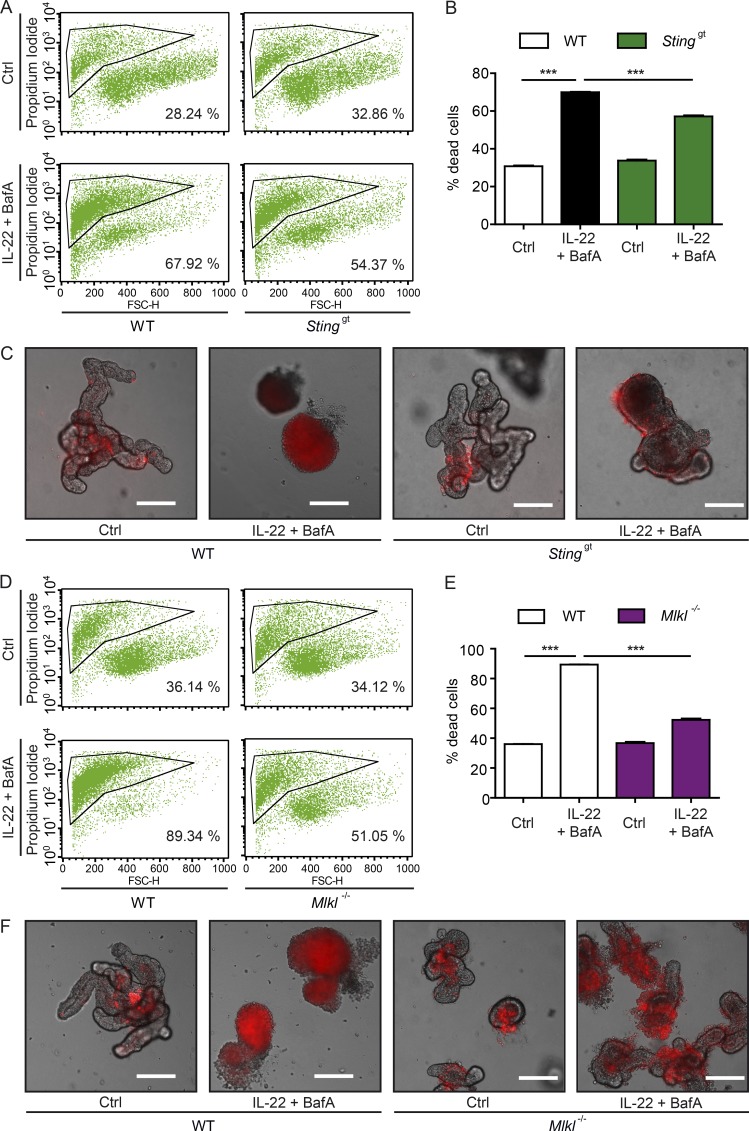
**IL-22–induced epithelial cell death depends on STING and MLKL. (A and B)** Representative FACS plots (A) and flow cytometry analysis (B) of cell death of intestinal organoids (WT, *Sting*^gt^), treated with rmIL-22 (100 ng/ml) and BafA (5 nM) for 24 h and staind with PI (*n* = 3 each). **(C)** Representative pictures of intestinal organoids (WT, *Sting*^gt^), treated with rmIL-22 (100 ng/ml) and BafA (5 nM) for 24 h. Bars, 200 µm. **(D and E)** Representative FACS plots (D) and flow cytometry analysis (E) of cell death of intestinal organoids (WT, *Mlkl*^−/−^), treated with rmIL-22 (100 ng/ml) and BafA (5 nM) for 24 h and stained with PI (*n* = 3 each). **(F)** Representative pictures of intestinal organoids (WT, *Mlkl*^−/−^), treated with rmIL-22 (100 ng/ml) and BafA (5 nM) for 24 h. Bars, 200 µm. Results represent two independent experiments. Significance determined using two-tailed Student’s *t* test and expressed as the mean ± SEM. *, P < 0.05; **, P < 0.01; ***, P < 0.001.

### IFN-I synergistically contributes to the IL-22–induced ileitis of *Atg16l1*^ΔIEC^ mice

We next assessed the contribution of IFN-I signals to the IL-22–driven ileitis in *Atg16l1*^ΔIEC^ mice. In this experiment, mice received a slightly harsher DSS regimen of 2% DSS for a total of 5 d to also induce robust colonic inflammation. In addition, *Atg16l1*^fl/fl^ and *Atg16l1*^ΔIEC^ mice received rmIL-22 i.p. every other day for 10 d. To block the IFN-I pathway, one group of mice additionally received a blocking antibody against the common IFN α/β receptor (IFNAR; anti-IFNAR) at days 0, 2, 4, and 6 (Yang et al., 2015; Fig. 8 A). With the harsher regimen of DSS treatment, *Atg16l1*^ΔIEC^ mice displayed stronger histological signs of colonic inflammation compared with *Atg16l1*^fl/fl^ animals. While IL-22 treatment did not significantly affect the severity of colonic inflammation (Fig. 8, B and C), it significantly exacerbated the severity of ileal inflammation in *Atg16l1*^ΔIEC^ mice. Cotreatment of IL-22–stimulated *Atg16l1*^ΔIEC^ mice with anti-IFNAR antibody reduced the severity of small intestinal inflammation (Fig. 8, D and E), which was again associated with decreased cell death in the crypt region (Fig. 8, F and G). This indicates that IFN-I synergizes with IL-22 induced epithelial cell death and ileal inflammation in *Atg16l1*^ΔIEC^ mice. To further assess to which extent IFN-I, independently of IL-22, influences epithelial cell death in *Atg16l1*^ΔIEC^ in vitro, we stimulated *Atg16l1*^ΔIEC^ and *Atg16l1*^fl/fl^ intestinal organoids with IFN-β (1,000 U/ml) and assessed cell viability. IFN-β induced organoid cell death, which was significantly amplified in *Atg16l1*^ΔIEC^ organoids (Fig. S5, A and B). To confirm the hypothesis that IFN-I contributes to ileal inflammation in *Atg16l1*^ΔIEC^ mice independent of an exogenous IL-22 stimulus, we performed a 2% DSS colitis with either anti-IFNAR or with corresponding IgG control at days 0, 2, 4, and 6 (Fig. S5 C) in the without IL-22 injection. *Atg16l1*^ΔIEC^ mice displayed increased colonic inflammation, which was not significantly ameliorated by anti-IFNAR treatment (Fig. S5, D and E). However, and in line with our in vitro findings, treatment with anti-IFNAR antibody alone reduced small intestinal inflammation and epithelial cell death in *Atg16l1*^ΔIEC^ mice (Fig. S5, F–H).

**Figure 8.**
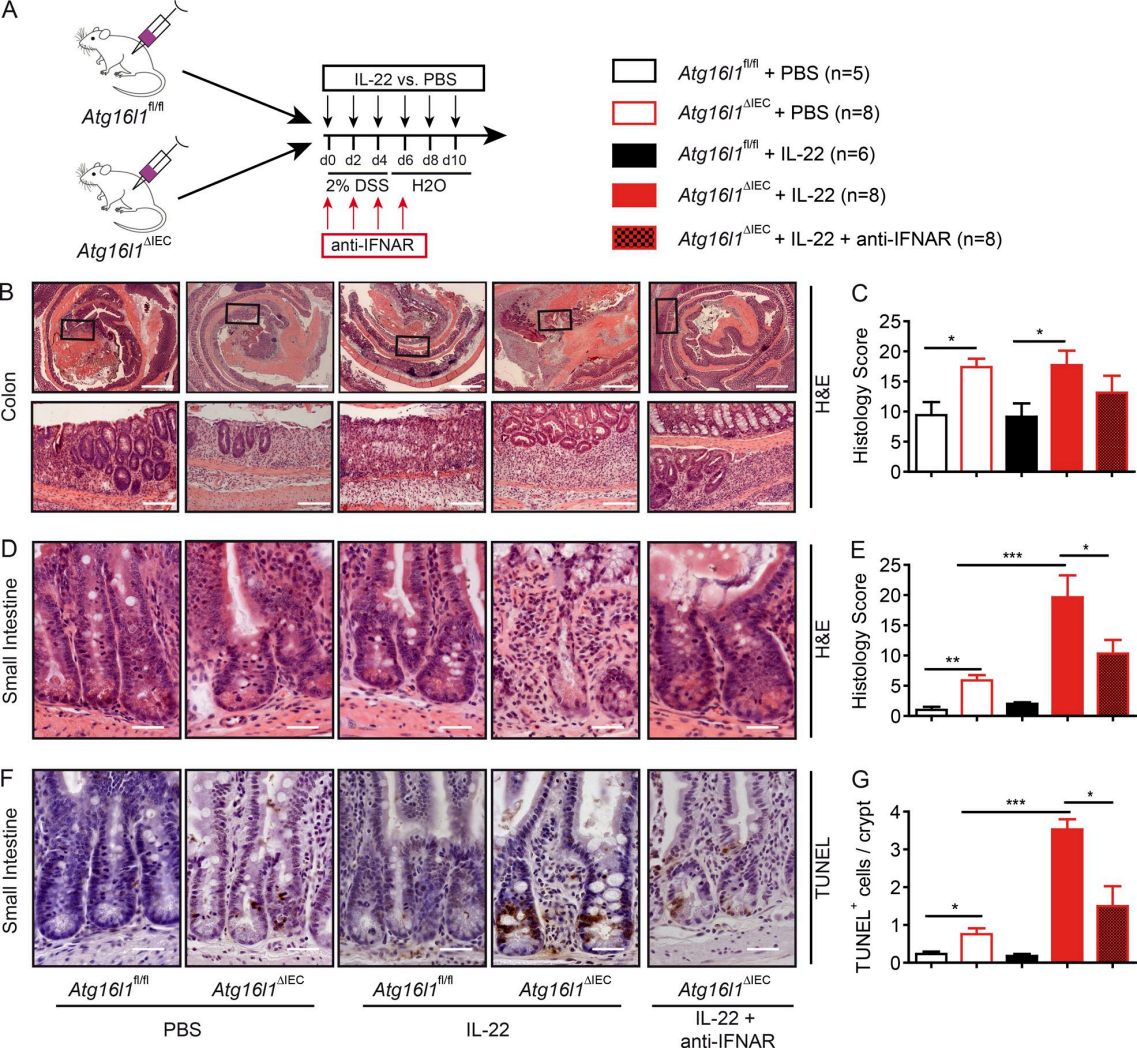
**IFN-I signals contribute to IL-22–induced ileitis in *Atg16l1^ΔIEC^* mice. (A)** Stimulation scheme of *Atg16l1*^fl/fl^ and *Atg16l1*^ΔIEC^ mice treated with rmIL-22 and anti-IFNAR. Mice were treated with either rmIL-22 i.p. (2 µg/20 mg bodyweight) or PBS on days 0, 2, 4, 6, and 8. A group of mice received anti-IFNAR i.p. (10 mg/kg bodyweight). All mice were terminated at day 10. **(B and C)** Histological evaluation of colonic section with representative pictures (B) and absolute quantification for H&E (C; *n* = 5/8/6/8/8). Bars, 500 µm (upper); 200 µm (lower). **(D–G)** Histological evaluation of small intestinal sections with representative pictures and absolute quantification for H&E (D and E) and TUNEL (F and G); *n* = 5/8/6/8/8). Bars, 100 µm. Results represent one experiment. Significance determined using two-tailed Student’s *t* test (C, E, and G) and expressed as the mean ± SEM. *, P < 0.05; ***, P < 0.001.

### The IL-22–IFN-I axis is associated with clinical outcome upon anti-TNF therapy in IBD patients

Prompted by our murine in vitro and in vivo findings we elucidated whether the IL-22–ISG axis associates with disease severity in IBD. We collected sigmoid biopsies before (week 0) or after (week 14) anti-TNF antibody treatment induction from 21 IBD patients (*n* = 21; UC = 13 and CD = 8) and assessed mucosal mRNA expression by qPCR of *IL22*, *TNF*, and *MLKL* and a composite score of six IFN-I–inducible genes (*IFITM1*, *MXA*, *OAS3*, *IFIT1*, *IFI44L*, and *IFI16)*, termed “ISG score” hereafter, previously shown to robustly correlate with IFN-I signaling (Lübbers et al., 2013). Overall, *IL22* mRNA levels were positively correlated with *TNF* and *MLKL* expression, as well as the ISG score (Fig. 9 A). In contrast to baseline expression, only IBD patients achieving clinical remission after anti-TNF treatment (*n* = 21; remission: UC = 7 and CD = 7; nonremission: CD = 1 and UC = 6) displayed a significant reduction of mucosal *IL22*, *TNF*, and *MLKL* mRNA expression, as well as the ISG score levels (Fig. 9 B). Thus, our data indicate that the IL-22–ISG axis might be involved in therapy response to anti-TNF treatment in IBD patients.

**Figure 9.**
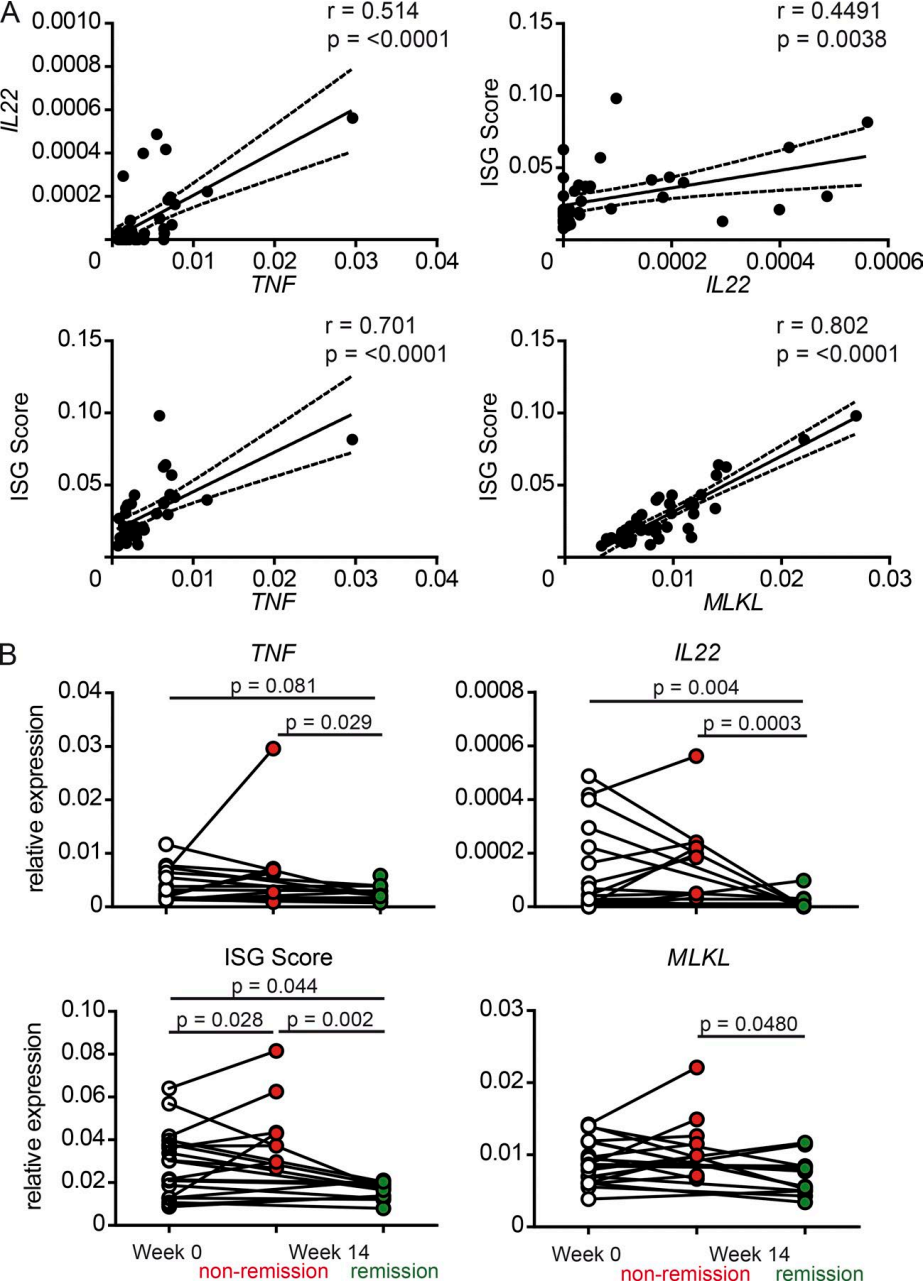
**The IL-22–IFN-I axis affects clinical outcome upon anti-TNF therapy in IBD patients. (A)** Linear regression of correlation of *IL22*, *TNF*, and *MLKL* or a composite score (Lübbers et al., 2013) of six IFN stimulatory genes (ISG) in sigmoid biopsies from IBD patients (*n* = 21). **(B)** Relative mRNA expression of *IL22, TNF, MLKL*, or a composite score of six ISG in sigmoid biopsies from human IBD patients before (week 0) or after anti-TNF therapy (week 14) clustered according to clinical remission status (remission: UC = 7, CD = 7; nonremission: CD = 1, UC = 6). Significance determined using Spearman test for correlation (A) or Mann-Whitney test (B) and expressed as the mean ± SEM.

## Discussion

The interplay of hypomorphic autophagy function and increased ER stress in intestinal epithelial cells is an important part of the etiology of human IBD. Our data now provide evidence for a surprising link of this interplay to intestinal epithelial IL-22 signaling. IL-22 normally plays an essential role in intestinal homeostasis (Sabat et al., 2014). However, under certain conditions, IL-22 signaling may evoke tissue damage (Wang et al., 2017), leads to halted epithelial expansion in vitro (Lindemans et al., 2015), and may instead aggravate inflammatory responses (Zheng et al., 2007). A molecular explanation of this dichotomous role has remained obscure. Our data indicate that unrestricted and excessive IL-22 signaling may indeed perpetuate intestinal inflammation, rather than resolve it. In our experiments, IL-22 effects on intestinal wound healing even in the autophagy-proficient setting are strongly context dependent. In epithelial scratch assays, we show that immediate IL-22 stimulation after scratching leads to significantly improved wound healing (cell migration and proliferation), whereas continuous IL-22 stimulation already before induction (pretreatment) impeded scratch closure. This is in line with reports showing time-restricted pulsatile IL-22 expression during intestinal wound healing (Huber et al., 2012). In active IBD, high numbers of IL-22 producing cells (Geremia et al., 2011) and elevated levels of *IL22* mRNA and IL-22 protein have been documented in several independent studies (Brand et al., 2006; Pelczar et al., 2016; Feagan et al., 2017; Nikolaus et al., 2017). It is difficult to infer exact mucosal concentrations due to the spatially restricted expression of IL-22; however, it seems likely that measurable elevation of serum concentrations in active IBD (in the range of up to 0.5 ng/ml; Nikolaus et al., 2017), as well as in vitro secretion capacity from biopsies from experimental models of intestinal inflammation (Bachmann et al., 2010), reflect local IL-22 levels, which may well reach the range of the concentrations (1–100 ng/ml) used in the present study. This is in line with another study (Lindemans et al., 2015) indicating that deleterious IL-22 effects may correlate with higher concentrations. Moreover, recombinant IL-22Fc has been used in concentrations of 120 µg/kg bodyweight in humans (Lekkerkerker et al., 2017), indicating that the in vivo concentrations used in our mouse studies are highly relevant if also therapeutic application of IL-22 is considered.

Deficiency of *Atg16l1* aggravates the detrimental effects of IL-22 signaling, characterized by excessive epithelial cell death in vitro and in vivo. We show that the concomitant induction of ISG and TNF is dependent on IL-22–induced activation of cGAS–STING signaling. While physiologically detectable after IL-22 stimulation of WT primary intestinal epithelial cells, the cGAS–STING response is strongly increased in the absence of functional *Atg16l1*. This indicates that *Atg16l1* may be either important for removal of active STING signaling complexes (Saitoh et al., 2009; Bartsch et al., 2017; Prabakaran et al., 2018) or may be involved in the generation of the endogenous activation principle, e.g., by aggravating the ER stress-mitochondria axis or impairing maintenance of DNA integrity, which may lead to the induction of nuclear DNA damage and dsDNA release (Liu et al., 2015; Qiang et al., 2016; Wang et al., 2017).

*Atg16l1*^ΔIEC^ mice exposed to the DSS even at low doses develop significant inflammation and epithelial cell death in the terminal ileum, although the irritant usually only elicits colonic inflammation. Of note, *Atg16l1*^ΔIEC^ mice display a significant degree of enhanced epithelial cell death in the small intestine even under baseline condition. Both phenotypes are aggravated upon cotreatment with IL-22. In our hands, the effect seemed to be restricted to the small intestine, as exogenous IL-22 was not able to potentiate DSS-induced inflammation in the colon. Corroborating the specific effect on small intestinal inflammation, IL-22 treatment also worsened spontaneous CD-like ileitis and epithelial cell death in *Atg16l1*^ΔIEC^*/Xbp1*^ΔIEC^ mice, which coincided with increased mRNA levels of *Tnf* and *Ifnb*. Our observations thus indicate a tissue specific interplay of ATG16L1-dependent autophagy, necroptosis, and IL-22 signaling in the small intestinal mucosa, which is in agreement of *Atg16l1*’s role as a CD risk gene with a predominant ileal phenotype (Durães et al., 2013). It must be noted that our study setup solely focuses on the interaction of IL-22 signaling with impaired autophagy and ER stress in the intestinal epithelial layer. It will be interesting to elucidate the interplay of ATG16L1 and IL-22 with other cell types, e.g., immune cells, that might critically modulate epithelial remodeling (Zheng et al., 2007; Aden et al., 2016).

Dysregulated necroptosis is an important driver of epithelial cell death in the gut and is an active principle in chronic inflammatory states including human IBD (Duprez et al., 2011; Günther et al., 2011; Welz et al., 2011). It has been recently reported that *Atg16l1*^ΔIEC^ intestinal organoids are more susceptible to TNF-induced necroptosis, which underscores the importance of a sufficient autophagy machinery for fine tuning of cell death pathways (Matsuzawa-Ishimoto et al., 2017). We here provide evidence that dysfunctional autophagy (specifically, genetic defects in *Atg16l1*) may transform regenerative IL-22 signaling into a stimulus for MLKL-dependent epithelial necroptosis. Our data indicate that IL-22–dependent necroptosis requires enhanced STING signaling as (1) IL-22–induced TNF and ISG induction is inhibited in *Sting*^gt^ intestinal organoids, and (2) IL-22–induced cell death in autophagy-deficient cells is rescued in *Sting*^gt^ and in *Mlkl*^−/−^ intestinal organoids.

STING activation in this scenario leads to a strong epithelial ISG response. Although it has been reported that specific IFN-I target genes can be directly activated without prior IFN-I secretion, canonical ISG induction is thought to require IFN-I signaling (Schneider et al., 2014). We provide evidence that such IFN-I signals might, either directly or indirectly, be involved in the observed cell death phenotype. (1) IFN-β leads to the induction of MLKL and TNF and cell death in epithelial organoids, which is aggravated in *Atg16l1-*deficient conditions. (2) Blocking the IFN-I receptor with a blocking anti-IFNAR antibody leads to amelioration of disease severity. However, it must be noted that epithelial cell death and ileal inflammation in *Atg16l1*^ΔIEC^ mice were also ameliorated in the DSS model without additional IL-22. This indicates that the pathological consequence of exacerbated IFN-I signaling in the autophagy-deficient situation is not strictly dependent on IL-22, although we cannot rule out endogenous IL-22 signaling in the DSS model. It must also be pointed out that most of the observations in the organoid experiments are based on mRNA levels, which in our hands are more reliable than assaying secreted protein levels in the supernatant, potentially due to Matrigel embedding and low cell density. Although we have clearly detected elevated IFN-β upon IL-22 stimulation in vivo in the spontaneous ileitis in *Atg16l1*^ΔIEC^*/Xbp1*^ΔIEC^ mice, the exact role of autocrine IFN-I hence remains to be elucidated. STING-dependent necroptosis might be potentiated through IFN-I from other cellular sources, but might also be influenced by an impact of ATG16L1 on IFN-I independent mechanisms of STING-induced cell death (Sze et al., 2013; Cerboni et al., 2017; Gaidt et al., 2017; Larkin et al., 2017).

Collectively, our data point to a crucial role of autophagy and ER stress in controlling IL-22 signaling at the ileal mucosal barrier. It is conceivable that a switch to excessive IFN-I and TNF induction and subsequent programmed cell death may indeed be protective in virus infections, where often autophagy and resolution of ER stress are impaired (Hernández et al., 2015; Kuriakose et al., 2016; Mouna et al., 2016). Under conditions of chronic intestinal inflammation and with clear genetic “hits” to the autophagic and ER stress machinery like in human IBD, such a fate of IL-22 signals may crucially contribute to a vicious circle of tissue damage and inflammation. With recombinant IL-22 fusion proteins currently being developed as potential therapy in human intestinal inflammation as GvHD (clinicaltrials.gov identifier: NCT02406651) and IBD (clinicaltrials.gov identifier: NCT02749630; Stefanich et al., 2018), this dichotomy may have important clinical implications.

## Materials and methods

### Antibodies and reagents

Recombinant murine and human IL-22, epidermal growth factor, and IL-10 were purchased from Peprotech; TM was purchased from Calbiochem; bafilomycin A1 was purchased from Enzo; rapamycin was purchased from Sigma Aldrich; and iSTAT3 inhibitor was purchased from EMD Millipore. Recombinant murine IFN-β was purchased from R&D. Antibodies targeting ATG16L1 (D6D5), γH2AX (Ser139; D17A3), STING (D2P2F), pTBK1 (Ser172; D52C2), TBK1 (D1B4), MLKL (D6W1K), pIRF-3 (Ser396; 4D4G), IRF-3 (D83B9; all from Cell Signaling Technology), pMLKL (Ser345; EPR9515(2); Abcam), β-ACTIN (Sigma Aldrich), and GAPDH (Santa Cruz) were used for immunoblot analysis. Neutralizing anti-TNF (MP6-XT22) antibody was purchased from Biolegend. For immunohistochemistry (IHC), antibodies against γH2AX (Ser139; Cell Signaling Technology) were applied. Anti-dsDNA (HYB331-01) antibody for immunofluorescence (IF) staining was purchased from Santa Cruz. Propidium iodide (PI) was purchased from BD Biosciences. In vivo IFN-I blockade was established using anti-IFNAR antibody (clone: MAR1-5A3; Biocxell), which was used as described before (Yang et al., 2015). Murine anti-TNF antibody was purchased from Biolegend.

### Cell culture

HT-29 and Caco-2 human colorectal adenocarcinoma cells were derived and authenticated from the Deutsche Sammlung von Mikroorganismen und Zellkulturen. Cell lines were seeded in 6-, 12-, or 24-well plates, respectively. Using the CRISPR/Cas9 technology, three independent *ATG16L1*-deficient Caco-2 cell clones were established. Cells were cultured in DMEM + 10% FCS or MEM + 20% FCS, until confluency. Before stimulation, cells were serum-starved by incubating DMEM + 1% FCS medium or MEM + 1% FCS for 24 h. Mycoplasma infection of cell lines were excluded by applying biweekly mycoplasma testing using Mycoalert (Lonza).

### Epithelial scratch assay

Scratch assays were performed as described before (Liang et al., 2007). In brief, using a P100 pipette tip, an epithelial wound was created by rapidly scratching a fully confluent cellular monolayer. A line was drawn on the bottom of each well using a scalpel to identify same wound areas directly after creating the wound and after 24 h of incubation. Epithelial wound closure was assessed by imaging using Zeiss Axio Vert.A1 and digital measurement of the cell free area using AxioVision LE (Zeiss) software. The relative wound closure is calculated as follows: *Relative wound closure* = 1 – (*wound area after 24 h* / *starting wound area*).

### Mice

Villin*(V)-cre*^+^; *Xbp1*^fl/fl^ (*Xbp1*^ΔIEC^) (Niederreiter et al., 2013), Villin*(V)-cre^+^*; *Atg16l1*^fl/fl^ (*Atg161*^ΔIEC^) (Adolph et al., 2013), Villin*(V)-cre*^+^; *Atg16l1*^fl/fl^*/Xbp1*^fl/fl^ (*Atg16l1*^ΔIEC^*/Xbp1*^ΔIEC^) (Adolph et al., 2013), Villin*(V)-cre*^+^; *Sting*^gt^, *Mda5*^−/−^, and *Mlkl*^−/−^, backcrossed for at least six generations on a *C57BL/6* background, were used at an age of 8–12 wk for all experiments with appropriate genotype littermate controls. *Cgas*^−/−^ were provided by A. Roers (Technical University Dresden, Dresden, Germany), *Il28r*^−/−^ were provided by P. Staeheli (University Hospital Freiburg, Freiburg, Germany), and *Irf3*^−/−^ were provided by M. Brinkmann (Helmholtz Centre for Infection Research, Braunschweig, Germany). For *Il28r*^−/−^ and *Irf3*^−/−^, *Sting*^gt^, *Mda5*^−/−^, and *Mlkl*^−/−^, nonlittermate *C57BL/6* animals at an age of 8–12 wk were used as controls animals and were declared as WT.

*Ormdl3*^fl/fl^ mice were generated in cooperation with Taconic. In brief, proximal loxP sites were inserted into *Ormdl3* gene on exon 2. A distal *loxP* site was introduced with an FRT flanked neomycin selection cassette within exon 4. The resultant mouse line was bred with deleter-mice constitutively expressing Flp recombinase to remove the neomycin selection cassette, creating an *Ormdl3*^f/+l^ mouse in which *Ormdl3* exons 2–4 were flanked by two *loxP* sites. After backcrossing onto *C57BL*/*6*, these mice were crossed with *V-cre^+^* mice resulting in *V-cre; Ormdl3*^fl/fl^ mice with intestinal-epithelial-cell-specific *Ormdl3* deletion (*Ormdl3*^ΔIEC^). *Ormdl3*^fl/fl^ mice were crossed with *Atg16l1*^ΔIEC^ mice to develop *V-cre^+^;Atg16l1*^fl/fl^*;Ormdl3*^fl/fl^ (*Atg16l1*^ΔIEC^/*Ormdl3*^Δ^*^IEC^*) mice.

All mice were maintained in a specific pathogen–free facility, and quarterly health report did not indicate presence of pathogenic bacteria, viruses, or protozoa. All *Atg16l1*^fl/fl^ colonies were norovirus free. Littermates were cohoused throughout the entire length of the experiments in a maximum genotype ratio of 1:2 (i.e., two fl/fl animals cohoused with a single ΔIEC). Mice were provided with food and water ad libitum and maintained in a 12-h light–dark cycle under standard conditions at Kiel University (*Atg161*^ΔIEC^, *Xbp1*^ΔIEC^, *Atg161*^ΔIEC^*/Ormdl3*^ΔIEC^, *Mlkl*^−/−^), the University of Cambridge (*Atg161*^ΔIEC^*/Xbp1*^ΔIEC^), University Hospital Bonn (*Sting*^gt^ and *Mda5*^−/−^), Technical University Dresden (*Cgas*^−/−^), University Hospital Freiburg (*Il28r*^−/−^), and Helmholtz Centre for Infection Research (*Irf3*^−/−^).

Tail or ear biopsy genomic DNA was used for genotyping of respective mouse strains. For experiments including application of recombinant murine IL-22 or DSS experiments equal numbers (minimum *n* = 5 per genotype; see figure legends for details) of male and female animals were used. Procedures involving animal care were conducted in conform to national and international laws and policies and appropriate permission. All experiments were performed in accordance with the guidelines for Animal Care of Kiel University and University of Cambridge (for experiments involving *Atg161*^ΔIEC^*/Xbp1*^ΔIEC^ mice).

### In vivo treatment of mice

*Atg16l1*^ΔIEC^ or *Atg16l1*^fl/fl^ mice were treated with either 2 µg/20 mg bodyweight recombinant murine IL-22 (Peprotech) or PBS i.p. for indicated time before being sacrificed for intestinal epithelial cell isolation as described elsewhere (Pickert et al., 2009). In addition, *Atg16l1*^ΔIEC^ or *Atg16l1*^fl/fl^ mice were supplied with 2% DSS (MP Biomedical) dissolved in autoclaved drinking water on day 1 for three consecutive days followed by 2 d of regular drinking water. Disease Activity Index was assessed as described previously (Siegmund et al., 2001). *Atg16l1*^ΔIEC^*/Xbp1*^ΔIEC^ or *Atg16l1*^fl/fl^*/Xbp1*^fl/fl^ mice were treated with either 2 µg/20 mg bodyweight recombinant murine IL-22 (Peprotech) or PBS i.p. every other day for 13 d (seven injections in total) before being sacrificed for intestinal epithelial cell isolation as described elsewhere (Pickert et al., 2009). For the anti-IFNAR antibody rescue experiment, *Atg16l1*^ΔIEC^ or *Atg16l1*^fl/fl^ mice were treated with anti-IFNAR antibody f (10 mg/kg bodyweight; clone: MAR1-5A3) at days 0, 2, 4, and 6 of DSS colitis. Mice were additionally supplied with 2% DSS dissolved in autoclaved drinking water from day 0–5 followed by 5 d of regular drinking water.

### Histopathological analyses of murine small intestinal tissue

Post mortem, the entire small intestine was excised and separated longitudinally into two equal parts. The longitudinal section was rolled up, starting with the distal part thereby having the distal ileum at the very inner layer and the proximal intestine at the very outer layer. The entire specimen was fixed in 10% formalin. Paraffin sections were cut and stained with H&E. Histological scoring was performed in a blinded fashion by two independent observers. The histological score displays the combined score of inflammatory cell infiltration and tissue damage as described elsewhere (Adolph et al., 2013).

### IHC and IF

For IHC and IF staining, 5-µm sections of paraffin-embedded colon/ileum Swiss rolls were deparaffinized with Tyrol substitute (Roth).

For IHC, slides were incubated in citrate buffer for 3 min and subsequently blocked with blocking serum (Vectastain) for 20 min. Primary antibodies were incubated overnight. Sections were washed, incubated with secondary antibodies and DAB substrate (Vectastain ABC kit). For TUNEL assay, slides were subjected to Apop Tag Plus Peroxidase In situ Apoptosis Detection kit (Merck Millipore) according to manufacturer’s protocol.

For IF staining of tissue, paraffin-embedded sections were blocked in PBS containing 5% BSA and 0.2% Triton X-100 for 30 min after removal of citric buffer and before incubation of a primary antibody overnight at 4°C. Secondary antibodies conjugated with fluorophores were added after washing steps with PBS for 45 min. Then, tissue was counterstained with DAPI and DRAQ5 and then mounted with fluorescence mounting medium (DAKO).

For IF staining of Caco-2 cells, cells were fixed on cover slides using 4% paraformaldehyde for 30 min at room temperature. After washing steps, cells were permeabilized for 3 min at room temperature using PBS containing 1% Triton X-100 and 5% BSA. Cells were blocked using 5% goat serum for at least 60 min at room temperature. The further staining procedure was identical to the IF protocol for tissues.

For quantification of dsDNA or pTBK-1 a minimum of 100 crypts/intestine were assessed in each treatment group and statistical evaluation showing the mean number of dsDNA^+^ or pTBK^+^ cells per treatment group. Slides were visualized by an AxioImager Z1 microscope (Zeiss; Germany). Pictures were captured by a digital camera system (AxioCam HrC/HrM, Zeiss). Measurements were made using a semi-automated image analysis software (AxioVision version 08/2013).

### Cultivation of murine intestinal organoids

Mouse intestinal organoids were cultivated as described before (Sato et al., 2009). In brief, small intestine was removed and cleared of intestinal content by flushing the intestine with HBSS. After removal of residual fat and Peyer’s patches, the intestine was cut longitudinally and then laterally in pieces of 0.5 cm. Intestinal pieces were incubated in ice-cold PBS + 10 nM EDTA for 10 min for four times, intermitted by vigorous shaking and replacement with fresh PBS + 10 nM EDTA after every shaking process. The crypt suspension was then strained through a 100-µm strainer, followed by a spin with 1,200 rpm at 4°C. Pure epithelial crypts were suspended in Matrigel (BD Bioscience) to a concentration of 5–10 crypts/1 µl Matrigel, embedded in 24-well plates and cultivated in intestinal stem cell medium (IntestiCult Organoid Growth Medium [Mouse], StemCell Technologies, Inc.) based on previously described organoid medium containing murine EGF, murine Noggin, and human R-Spondin 1 (Sato et al., 2009). Medium was changed every other day, and organoids were stimulated after 3–6 d of cultivation after passage.

### Epithelial cell death assay

Organoids derived from *Atg16l1*^ΔIEC^ or *Atg16l1*^fl/fl^ mice were seeded into 96-well plates. For FACS-based cell death assay using PI, organoids were dissociated into single cells using TrypLE Express (Thermo Fisher Scientific). Cells were then incubated in PI for 10 min before FACS assay using FACScalibur (BD Bioscience). 10,000 cells were gated excluding doublets or nondissociated cell groups. The fraction of cells positive for PI staining was considered as dead cells (Dannappel et al., 2014). For microscopic assessment, 1 µl PI was added to 500 µl medium overnight. Medium was removed and matrigel droplets containing the organoids were washed with PBS. Merged images were then captured using multidimensional imaging with brightfield and RFP fluorescence filter using Zeiss Axio Vert.A1.

### Immunoblot analysis

Cells were lysed using SDS-based DLB buffer + 1% Halt Protease inhibitor cocktail (Thermo Fisher Scientific) before heating on 95°C for 5 min and followed by sonification for 5 s twice. To remove cell remnants, lysates were centrifuged at 16,000 *g* for 15 min at 4°C. For protein extraction of organoids, Matrigel was removed by several centrifugation steps at 4°C followed by lysis as described above. Afterward, equal amounts of lysates containing Laemmli buffer were heated at 95°C and electrophoresed on 12% polyacrylamide gels under standard SDS-PAGE conditions before being transferred onto a polyvinylidene fluoride membranes (GE Healthcare). Protein loaded membranes were blocked with 5% milk in TBS-T, incubated with primary antibody overnight and with HRP-conjugated secondary antibody for 1 h at indicated concentrations. Proteins were detected using Amersham ECL Prime Western Blot Detection Reagent (GE Healthcare).

### ELISA

Supernatants from stimulated cell cultures were analyzed for indicated protein concentration using ELISA kit according to manufacturer’s protocol for IL-8 (Thermo Fisher Scientific) and murine TNF and murine Cxcl10 (Peprotech).

### cDNA synthesis and gene expression analysis

mRNA isolation of PBS washed cells, snap­-frozen tissue, and PBS­-washed Matrigel containing organoids was performed using RNEasy kit (Qiagen). cDNA synthesis was performed using RevertAid Premium cDNA Synthesis kit (Fermentas) according to manufacturer’s protocol. Gene expression was subjected to the cDNA samples using SYBR Green qPCR or TaqMan assays, which were purchased from Applied Biosystems. Reactions were performed on the Applied Biosystems 7900HT Fast Real-Time PCR System (Applied Biosystems), and relative transcript levels were determined using *Actb* (TaqMan and SYBR Green) and *Gapdh* (SYBR Green) as a housekeeper. Primer sequences were retrieved designed using Primer3 software version 0.4.0 (Untergasser et al., 2012), except for those individually referenced (for sequences see Table S7). TaqMan Probes were derived from Applied Biosystems (for TaqMan probe IDs see Table S8).

### Transcriptomics analysis

RNaseq was conducted on small intestinal organoids derived from *Atg16l1*^Δ^*^IEC^* and *Atg16l1^fl/fl^* mice (*n* = 4) that were treated with recombinant murine IL-22 (10 ng/ml) or controls. Samples were sequences on Illumina HiSeq3000 using Illumina total RNA stranded TruSeq protocol. An average of ∼28 million 150-nt paired-end reads was sequenced for each sample. Raw reads were preprocessed using cutadapt (Martin, 2011) to remove adapter and low quality sequences. RNaseq reads were aligned to the mm10/Ensemble (GrCm38) reference genome with TopHat2 (Trapnell et al., 2012). Data were deposited in the NCBI Gene Expression Omnibus under GSE119354. Gene expression values of the transcripts were computed by HTSeq (Anders et al., 2015). Differential gene expression levels were analyzed and visualized by the Bioconductor package DESeq2 (Love et al., 2014). The overall effect of IL-22 treatment of organoid cells on WT and *Atg16l1*^Δ^*^IEC^* mice was obtained by multifactorial experimental design of DESeq2. Likelihood ratio test was used to assess the significant differentially expressed genes (DEG) of WT/KO-IL-22 treatment interaction of *Atg16l1*^Δ^*^IEC^* mice (P value <0.01). 

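The interaction of genotype and IL-22 was also computed by DESeq2's likelihood ratio test on the deposited counts, comparing the model with and without the interaction term. After adjustment, 15 genes passed 0.01, and before adjustment 200 genes had a p-value under 0.01. In edgeR's test of the same term, 238 genes had an unadjusted p-value under 0.01, where chance alone gives 126 of 12559. Gpx2 passed by both tools and Mptx2 by edgeR only. No gene of the ISG list was among the 15. The others were Clca4b, Sord, Hnf4a, Gsta3, mt-Nd6, Adh1, Fgfbp1, mt-Nd5, Dmbt1, Lypd8, Ckb, Gclm, mt-Co1 and Adh6a. These names were taken from the result and not set in advance.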

Venn diagrams were drawn using VennDiagram package in R (Chen and Boutros, 2011). To gain insight into the nature of DEGs uniquely expressed in *Atg16l1*^fl/fl^ and *Atg16l1*^Δ^*^IEC^* mice upon IL-22 treatment (up- and down-regulated), GO terms obtained within the category of biological processes using the InnateDB database (Breuer et al., 2013).

### Candidate validation in human IBD samples

For validation of ISG, *IL22*, *TNF*, and *MLKL* signatures under anti-TNF therapy we recruited a total of 22 IBD patients including 13 patients with UC and 9 patients with CD. The study was approved by the ethics committee of Kiel University (A 124/14) and subjects provided written informed consent. We included patients with active colonic disease who received vedolizumab or infliximab for induction of remission in standard medical care. Indication and choice of treatment were not part of the study protocol. Patients were investigated 24 h before initiation of treatment and at weeks 2, 6, and 14 after initiation of treatment. At each time point, 60 ml of peripheral blood were obtained and a sigmoidoscopy was performed, in which up to eight biopsies were taken from the sigmoid colon. Peripheral blood and biopsies from the sigmoid colon of patients were obtained within 24 h before initiation of treatment and immediately before administration of infliximab at weeks 2, 6, and 14. CD patients with a Harvey-Bradshaw Index (HBI) of ≤4 were considered to be in remission, those with ≥5 to have active disease. Patients with UC and a total Mayo Score of ≤2 (bleeding 0 and endoscopy ≤1) were considered to be in remission, those with ≥3 to have active disease. To create an ISG score we assessed the expression of a total of six known ISG (*IFITM1*, *MX1*, *OAS3*, *IFIT1*, *IFI44l*, and *IFI16*), which are shown to correlate strongest with type I IFN expression in human, as described previously (Lübbers et al., 2013). An ISG score was calculated by averaging the relative expression of these genes.

### Generation of CRISPR guided deletion of ATG16L1^−/−^ Caco-2 cells

A CRISPR/Cas9 vector (Thermo Fisher Scientific) was created according to the manufacturer’s instructions, using a dsDNA oligo targeting ATG16L1 (5′-GCAGCAAGTGACATGTCGT-3′). The vector was transfected with Lipofectamine 3000 into Caco-2 cells, and clonal cell lines were generated. Knockout clones were selected by verifying absence of ATG16L1 protein by Western blot analysis.

### Statistical information

Statistical analysis was performed using GraphPad Prism (version 4.0) for Windows software (GraphPad Software). No data are excluded for analyses. Statistical significance was evaluated by Mann–Whitney *U-*test for nonparametric data or the Student's *t* test for parametric data unless indicated otherwise. P values <0.05 were considered statistically significant.

### Online supplemental material

Fig. S1 shows that IL-22 increased proinflammatory signals in the context of increased ER stress or impaired autophagy. Fig. S2 shows that IL-22–induced ER stress, controlled by STAT3 and autophagy, impairs intestinal regeneration. Fig. S3 shows additional data on cell death assay and transcriptome analysis of IL-22–treated *Atg16l1*^ΔIEC^ organoids. Fig. S4 shows that the interplay of ER stress and autophagy is linked to increased IL-22–induced STING/IFN-I activation. Fig. S5 shows that the impact of IFN-I signaling on ileitis in *Atg16l1*^ΔIEC^ mice is independent of exogenous IL-22 administration. 

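In the deposited counts, the genes with the smallest p-values among those lower in untreated ΔIEC than in untreated fl/fl organoids were Nrn1, Defa23, Aldh1l1, Ndufa4l2 and Gas6. Nrn1 (ENSMUSG00000039114.15, chromosome 13, 36725361 to 36735131) was at or under the floor of 3 counts in every untreated ΔIEC culture, so its log2 fold change was -5.16 or further below 0 (adjusted p = 1.08e-09). Exons of Fars2 on the opposite strand cover 22.3% of the exonic bases of Nrn1. The log2 fold change was -2.56 for Defa23 (SE 0.17, adjusted p = 1.17e-08), -1.30 for Aldh1l1 (SE 0.10, adjusted p = 1.99e-07), -2.79 for Ndufa4l2 (SE 0.24, adjusted p = 4.05e-07) and -1.53 for Gas6 (SE 0.14, adjusted p = 8.29e-07). Each was lower in all 4 ΔIEC cultures than in all 4 fl/fl cultures. Table S1 lists 10106 genes, of which 1999 were at hand. Of these, 1842 were tested here and 1837 had the direction of the table, with a median absolute difference of 0.060 between the paper's log2 fold changes and those computed here.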

Table S1 shows up-regulated genes in untreated *Atg16l1*^fl/fl^ intestinal organoids compared to A*tg16l1*^ΔIEC^. 

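Higher in untreated ΔIEC than in untreated fl/fl organoids, the genes with the smallest p-values beside Ifitm3 were Tubb2b, Dmbt1, Gpx2 and Acot1. The log2 fold change was 1.97 for Tubb2b (SE 0.13, adjusted p = 1.15e-08), 1.91 for Dmbt1 (SE 0.15, adjusted p = 1.80e-07), 0.98 for Gpx2 (SE 0.089, adjusted p = 9.51e-07) and 2.81 for Acot1 (SE 0.26, adjusted p = 1.27e-06). All 4 ΔIEC cultures were above all 4 fl/fl cultures for each gene. Table S2 lists 9043 genes, of which 1999 were at hand, and 1943 of the 1956 tested here had the direction of the table. Among the genes at hand, 16 of the ISG list have an adjusted p-value under 0.01 in the paper's table, where Table S1 has 3.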

Table S2 shows down-regulated genes in untreated *Atg16l1*^fl/fl^ intestinal organoids compared to A*tg16l1*^ΔIEC^. Table S3 shows genes uniquely up-regulated in *Atg16l1*^fl/fl^ + IL-22–treated intestinal organoids. 

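Table S3 lists 586 genes, 533 of which could be read with their values and 504 of those were tested here. The paper's log2 fold changes differed from the IL-22 effect in fl/fl organoids by a median of 0.053, and from that in ΔIEC organoids by 0.205. Of the 550 listed genes tested here, 159 passed the threshold as higher in fl/fl organoids and 10 as higher in ΔIEC organoids. In ΔIEC organoids 503 of the 550 had the same direction. An interaction past the threshold was found for 0 of the 550 genes, and 58 had an unadjusted interaction p-value under 0.05. With the line as a block, it passed for 3 of them, mt-Nd4, Id3 and Fzd7.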

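For the 490 genes of the list of lower genes labelled fl/fl, Table S4, values could be read for 439, and 385 of those were tested here. The paper's log2 fold changes differed by a median of 0.0715 from the IL-22 effect in ΔIEC organoids and by 0.244 from that in fl/fl organoids. They were nearer to the ΔIEC effect for 305 genes and nearer to the fl/fl effect for 80. Among 429 listed genes tested here, 139 passed the threshold as lower in ΔIEC organoids and 21 as lower in fl/fl organoids. None of the 429 (0) had an interaction past the threshold, and 76 had an unadjusted interaction p-value under 0.05. Treating the line as a block gave 20 such genes, among them mt-Co1, Axin2 and Akp3.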

Table S4 shows genes uniquely down-regulated in *Atg16l1*^fl/fl^ + IL-22–treated intestinal organoids. Table S5 shows genes uniquely up-regulated in A*tg16l1*^ΔIEC^ + IL-22–treated intestinal organoids. 

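Of the 484 genes in Table S5, 434 could be read with their values and 385 of those were tested here. Their log2 fold changes in the paper lay nearer to the ΔIEC effect for 342 genes (median difference 0.057) and nearer to the fl/fl effect for 43 (median difference 0.223). Among the 425 listed genes tested here, 106 passed as higher in ΔIEC and 8 as higher in fl/fl organoids, and 361 had the same direction in fl/fl organoids. The interaction passed the threshold for 0 of the 425 genes, and 77 had an unadjusted p-value under 0.05. For 3 genes, Sord, Sult6b2 and Plac8, it passed with the line as a block.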

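The list of lower genes labelled ΔIEC, Table S6, holds 794 genes. Values could be read for 714, and 674 of those were tested here. The paper's log2 fold changes differed from the IL-22 effect in fl/fl organoids by a median of 0.064 and from that in ΔIEC organoids by 0.229. For 569 genes the fl/fl effect was the nearer one and for 105 the ΔIEC effect. Of the 749 listed genes tested here, 314 passed as lower in fl/fl and 20 as lower in ΔIEC organoids. An interaction past the threshold was found for 0, and an unadjusted interaction p-value under 0.05 for 115. The number past the threshold was 8 with the line as a block.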

Table S6 shows genes uniquely down-regulated in A*tg16l1*^ΔIEC^ + IL-22–treated intestinal organoids. Table S7 shows SYBR Green primers used for quantitative real-time PCR (qRT-PCR). Table S8 shows TaqMan probes used for quantitative real-time PCR.

## Supplementary Material

Supplemental Materials

Table S1

Table S2

Table S3

Table S4

Table S5

Table S6

How the deposited data were processed for this re-analysis (not part of the article)

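Gene expression was measured by RNA sequencing in 16 cultures of small intestinal organoids, 4 for each combination of genotype (fl/fl or ΔIEC) and treatment (untreated or IL-22 at 10 ng/ml for 24 h). Groups were taken from the sample labels, which also number 2 organoid lines per genotype with 2 cultures per line and treatment. In the text, replicates 1 and 2 of each group are the first line of that genotype and replicates 3 and 4 the second. The paper gives n = 4 for these groups.

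The authors trimmed paired-end reads, aligned them to GRCm38 with TopHat2 and counted reads per gene with HTSeq, and the deposited values are these counts, whole numbers without normalization. The sample records name a TruSeq RNA v2 kit and the paper a stranded total RNA protocol. The strand setting of the counting and the annotation release are not named in the paper's text. Lines of the table that sum reads outside genes, on several genes or aligned to several places were left out of the gene tests and used for depth only. Of the 49585 genes in the table, 43749 have the same versioned identifier in GENCODE mouse release 21, and 49326 (99.5%) were matched to a symbol and position without the version. Counts on genes per culture ranged from 2135000 to 5574860, with a median of 3499280, and 16363 to 19649 genes had at least 1 count. The 10 most abundant genes took 3.89% to 9.12% of the counts. Gene counts are summed over reads, so intervals and floors cover counting error only. A group whose cultures all had at most 3 counts on a gene was treated as being at the floor: a fold change against it is given as a lower bound, and no fold change is given between groups that are both at the floor.

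Differential expression was tested in R 4.3.3 with edgeR 4.0.16: genes were kept by its filter on low counts for the 4 groups, which left 12559 genes, libraries were scaled by TMM, and quasi-likelihood tests were run on a single fit with a mean for each group. The comparisons were IL-22 against untreated in each genotype, the difference of these effects (interaction), and ΔIEC against fl/fl in untreated organoids. Tests were two-sided, p-values were adjusted by Benjamini-Hochberg over all tested genes within a comparison, and the threshold was an adjusted p of 0.01. Standard errors were taken as the absolute log2 fold change divided by the square root of the F statistic, and are left out for some fold changes near 0. Log2 CPM used a prior count of 2. Values of single genes (CPM) or lists (log2 CPM) between groups of 4 were compared by two-sided exact permutation tests, whose smallest p is 0.0286.

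Lists of genes were tested with camera (limma 3.58.1, inter-gene correlation 0.01, p under 0.05, adjusted over 15 lists per comparison), with fry as a check. The p-values of fry were not adjusted over lists. The lists of ISG, unfolded protein response, NF-κB, STAT3 and proliferation genes and the marker lists of stem, Paneth, goblet, enterocyte, enteroendocrine, tuft, immune and stromal cells were written from general knowledge. The genes of the patient ISG score, of Fig. 2D and Fig. 2B, those named in the text and those measured by other assays in organoids were copied from the paper. The text names every gene that the paper names for the RNA sequencing, the genes of Fig. 2D and Atg16l1, and the genes measured by other assays, apart from 1 gene that is not reported here on its own. It also names genes of Fig. 2B whose direction differs from the figure, and the 5 genes with the smallest p in each direction of the interaction and of the untreated comparison among those past the threshold.

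Alternatives were DESeq2 1.42.0 with its own size factors (likelihood ratio test for the interaction), DESeq2 with a prior on fold changes, RLE normalization in edgeR, no filter on low counts, at least 10 counts in every culture, counts thinned at random to the smallest library, a fit of the compared groups only, the cultures of a line summed, organoid line as a block, limma-voom with duplicateCorrelation on the line (consensus correlation 0.261), an adjusted p under 0.05, fry in place of camera, and lists without the genes of Fig. 2 and the text. Each culture and each line was also left out in turn. The comparisons, lists, thresholds, alternatives and genes copied from the paper were set before the data were examined. The genes named for their p-value or direction were taken from the results.

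Whether lines pair the cultures was checked by correlating, across genes, the deviations of treated and untreated cultures from their group means. The correlation was 0.26 to 0.44 for cultures of the same fl/fl line and -0.43 to -0.22 for different lines, and 0.06 to 0.32 against -0.35 to -0.08 in ΔIEC organoids. Genes are not independent replicates. Lines are nested in genotype, so the line could be a block for the IL-22 effects and the interaction but not for the untreated comparison.

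The steps were tested on simulated data with the library sizes, mean counts and dispersions of the deposited table. Of 198 tested genes changed by 1 on the log2 scale in a single group, edgeR recovered 159 (80.3%) as an IL-22 effect in fl/fl organoids, with 0 false calls among 12433 genes. As an interaction, it recovered 112 of 250 changed genes with 1 false call, and DESeq2 115 of 268 with 2. The changed genes of the interaction include listed genes raised by only 0.4, so these shares are not the recovery of changes by 1. Of 52 tested genes of the ISG list raised by 0.4 in a single group, edgeR called 0. Run on all 55 tested genes of that list, camera and fry passed 0.05 in that group and for its interaction, and camera did not pass in the other IL-22 comparison or between untreated groups. Counts were drawn independently for each gene and culture, with a line difference on a set of genes in 1 fl/fl line. The false calls and list results therefore do not test correlation between listed genes or wider differences between lines.

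Tables S1 to S6 were read where their lines could be read in full, and Tables S1 and S2 were at hand in part. The other assays of the paper were not used here.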

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

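The tests of library size, single lines and starting level for the ISG list, of the level with IL-22 and of the pseudogene for Gpx2 and Mptx2, of nuclear RNA between the fl/fl lines, and of marker lists and cell types between the ΔIEC lines were chosen only after the result was seen.

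A single culture lay apart from the other 3 of its group in 5 of 188 comparisons of 47 measures, where chance gives about 9.4. The gap to the nearest culture, as a share of the group's range on the log2 CPM scale, was 0.890 for Aldh1l1 in IL-22–treated fl/fl replicate 4 and 0.831 for Dhx58 in IL-22–treated ΔIEC replicate 2. It was 0.844 for Mptx2 in untreated ΔIEC replicate 2, 0.983 for Ormdl3 in IL-22–treated ΔIEC replicate 4 and 0.845 for Tlr2 in untreated ΔIEC replicate 4. Only 1 of the 5 values came from the 4 libraries whose deviations followed GC content most, where chance gives 1.25. With 5 values this decides nothing, and GC content bias stays open. No biological explanation was tested.

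The IL-22 effects of the genotypes differed for Gpx2 (log2 interaction -0.89) and Mptx2 (3.44). With IL-22, ΔIEC and fl/fl organoids differed by 0.087 (SE 0.086) in Gpx2 and by -0.13 (SE 0.17) in Mptx2, while untreated they differed by 0.98 and -3.56. These values are consistent with different starting levels that end at the same level under IL-22. For Gpx2, reads shared with the processed pseudogene Gpx2-ps1 on chromosome 7 are argued against as the cause: the pseudogene had 2731 counts in all cultures against 62704 on Gpx2, and with these added to Gpx2 its interaction was -0.90. The interaction of the pseudogene itself was -1.02, and its reads may come from Gpx2. In 6 of 100 random regroupings of the cultures, the real one included, as many genes had an interaction past the threshold (up to 244 genes). These regroupings drew cultures across genotypes, separately among untreated and among treated cultures. They therefore carry differences between genotypes and between lines, and leave open whether 2 genes are more than chance gives. Of the 20 fits that left out a culture or a line, 15 lost the call of Gpx2 (-1.04 to -0.78) and 17 that of Mptx2 (2.81 to 3.88). In the other settings the interaction of Mptx2 was as low as 2.03. Its untreated ΔIEC cultures had 1 to 4 counts each, close to the floor of 3 counts.

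The ISG list rose more with IL-22 in ΔIEC than in fl/fl organoids (median log2 interaction 0.40). None of 10000 lists matched to it on expression level and GC content reached that median, the highest being 0.168. The median was 0.38 with counts thinned to the smallest library, which argues against a difference in depth. Leaving out a line gave 0.26 at the lowest, so a single line did not account for all of it, though leaving out the first fl/fl line, which gave it, moved the median by more than 1.5 times. A different starting level that ends at the same level under IL-22 is argued against by the level with IL-22, which was 0.754 higher in ΔIEC organoids. RNA from immune cells is argued against by the immune marker list, of which 9 of 13 genes were at or under 3 counts in every culture. As many as 15 of 100 random regroupings of the 16 cultures, the real one included, gave a median as large in either direction. The largest of the others was 0.83. These regroupings too drew cultures across genotypes within each treatment, so they carry differences between genotypes and between lines. They leave open whether the difference is larger than chance gives. The genotype, with its 2 lines, stays an open explanation, as do differences between the lines.

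Smaller lists taken from the paper differed too: the genes of Fig. 2D had a median interaction of 0.86 (12 of 12 positive, adjusted p = 1.51e-05) and the 2 tested genes of the patient ISG score 1.44 (2 of 2 positive, adjusted p = 0.0153). Before adjustment over lists, both also passed 0.05 under fry. The study picked the genes of Fig. 2D on these cultures, and the 2 genes of the score, Ifit1 and Oas3, are also in the ISG list, so neither list adds independent evidence.

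Proliferation genes fell less with IL-22 in ΔIEC than in fl/fl organoids (median log2 interaction 0.31, 19 of 20 positive, adjusted p = 8.50e-07), which did not pass 0.05 under fry. With IL-22 their level was 0.773 higher in ΔIEC organoids, which argues against different starting levels that end at the same level. No biological explanation beyond the genotype was tested.

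The paper does not report differences between the lines. With treatment in the fit, 1766 of 12170 genes differed between the 2 fl/fl lines (929 higher and 837 lower in the second) and 329 of 11952 between the 2 ΔIEC lines (232 and 97). Of 34 ways to divide the 8 cultures of a genotype, only 1, the real one, gave as many genes, in each genotype. Of these genes, 201 and 41 were also among the 1226 that differed between untreated genotypes. Without untreated fl/fl replicate 4 the fl/fl number was 1141, and without IL-22–treated ΔIEC replicate 3 the ΔIEC number was 152. Between the fl/fl lines, long noncoding RNA genes were more often higher (68) than lower (29) in the second line, whose cultures had 0.0427 more reads assigned to no gene per read on genes (exact permutation p = 0.0286, 4 cultures against 4). The table does not separate reads in introns from reads on the other strand of a gene, so for these genes more unspliced or nuclear RNA cannot be told apart from other sources of such reads. It is argued against for the marker lists, which moved apart: the goblet list had a median of -0.58 and the proliferation list 0.39. Between the ΔIEC lines the reads assigned to no gene differed by 0.00447 (exact permutation p = 0.543), within the spread of the cultures (SD 0.00772 and 0.00797), while 13 long noncoding RNA genes were higher and 2 lower in the second line. More nuclear RNA stays open for these genes too, for the same reason and because a difference too small to be seen in 4 cultures against 4 is not excluded. It is argued against for the marker lists, which moved apart there as well: the enterocyte list had a median of -0.91 and the goblet list 0.49, consistent with a different mix of epithelial cell types. Genetic or culture differences between the lines stay open, as untested.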

How the results depend on the processing

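None of the tests in this part was chosen only after the result was seen. The tests gave 2201 values under alternatives. Of these, 1494 values of single genes kept their direction and their side of the threshold, 19 came to pass it, 65 no longer passed it and 15 changed sign. For counts and lists, 478 stayed within their limits, 125 counts moved by more than 1.5 times and 5 list values no longer passed 0.05. Unless said otherwise, the cause was not tested.

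With an adjusted p under 0.05, a less strict threshold, 2100 genes were lower in fl/fl organoids, and 1901 were higher and 1599 lower in ΔIEC organoids with IL-22. Then 2573 genes changed in both genotypes (1417 higher and 1156 lower), 484 were higher only in ΔIEC, 944 lower only in fl/fl and 443 lower only in ΔIEC organoids. Between untreated genotypes 1121 were higher and 1438 lower in ΔIEC, and 2949 genes differed between the fl/fl and 638 between the ΔIEC lines. With the cultures of a line summed, which leaves 2 samples per group, 356 genes were higher and 187 lower in fl/fl and 385 higher and 250 lower in ΔIEC organoids. There 386 changed in both (252 higher and 134 lower), and 104 were higher only in fl/fl, 133 higher only in ΔIEC, 53 lower only in fl/fl and 116 lower only in ΔIEC. The interaction passed in 0 genes (378 at an unadjusted p under 0.05), and between untreated genotypes 3 genes were higher and 7 lower. With summed cultures 539 of the 2608 fl/fl and 631 of the 2195 ΔIEC calls were shared. With the organoid line as a block, all 2608 and all 2195 calls were kept. That fit gave 1957 lower genes in fl/fl, 1471 in ΔIEC and 1081 in both, and 56 interaction genes, 3 of them higher only in ΔIEC and 6 higher only in fl/fl.

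The interaction passed in 15 genes with DESeq2 (1 higher only in ΔIEC and 1 higher only in fl/fl), in 80 with no filter on low counts (9 and 7), and in 1 gene each with RLE normalization, at least 10 counts in every culture, and thinned counts. With limma-voom and duplicateCorrelation on the line, it passed for Gpx2, Clca4b, Sord, Adh1 and Lypd8 (1379 at an unadjusted p under 0.05). DESeq2 gave 1102 genes between the fl/fl lines and no filter 582 between the ΔIEC lines. Genes higher in untreated ΔIEC organoids numbered 748 with no filter, 280 with thinned counts and 271 with limma-voom and duplicateCorrelation. The ISG list between untreated genotypes no longer passed 0.05 with at least 10 counts in every culture (median 0.0042), with only the compared groups in the fit (0.033), without the genes of Fig. 2 and the text (0.0325) or under fry (0.13). Thinned counts changed the sign of the Oas1g interaction (-0.29) and of Ifit1 between untreated genotypes (0.010).

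Across the 20 fits that left out a culture or a line, IL-22 changed 590 to 1445 genes higher and 493 to 1382 lower in fl/fl organoids, and 495 to 1366 higher and 418 to 1125 lower in ΔIEC organoids. Between 802 and 1709 genes changed in both genotypes (453 to 998 higher and 348 to 711 lower). Ranges were 40 to 934 for genes higher only in fl/fl, 42 to 816 higher only in ΔIEC, 89 to 907 lower only in fl/fl and 58 to 721 lower only in ΔIEC. The lowest and highest of these came from fits without a line. The interaction passed in 0 to 4 genes, with 0 to 1 of the genes higher only in ΔIEC and 0 to 1 of those higher only in fl/fl. Without the second fl/fl line the 4 were Adh1, Gm16559, Gpx2 and Clca3b. Between untreated genotypes 110 to 691 genes were higher and 319 to 948 lower in ΔIEC. The ISG list median lay between 0.41 and 0.59 in fl/fl, 0.65 and 0.83 in ΔIEC, 0.26 and 0.53 for the interaction, and 0.035 and 0.26 between untreated genotypes, where it did not pass without the second fl/fl line (0.096). The line differences ranged from 1141 to 1684 genes in fl/fl and from 152 to 385 in ΔIEC organoids, over the 8 fits without a culture of that genotype.

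Signs changed for genes near 0 when 1 culture or line was left out. The IL-22 effect on Ifit1 in fl/fl organoids ranged from -0.18 (without treated replicate 2) to 0.16, and was 0.07 without untreated replicate 1, 0.03 without treated replicate 1, 0.16 without treated replicate 3 and 0.0141 without the first line. The effect on Irf7 in fl/fl organoids was -0.23 without the second line and 0.80 without the first. Between untreated genotypes Irf7 ranged from -0.49 (without the second fl/fl line) to 0.39, and was 0.14 without fl/fl replicate 1, 0.09 without ΔIEC replicate 1, 0.39 without the first fl/fl line and 0.05 without the first ΔIEC line. Ifit1 ranged from -0.65 (without ΔIEC replicate 4) to 0.29, and was 0.14 without ΔIEC replicate 1, 0.06 without ΔIEC replicate 3, 0.0134 without the first fl/fl line and 0.29 without the first ΔIEC line.

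Not every alternative gave a value: the line could not be a block between untreated genotypes, and the fit of the compared groups gives no interaction. Depth limits genes such as Oas2, with at most 8 counts in a culture, which could not be tested. On counts with changes put in, listed genes raised by 0.4 on the log2 scale in ΔIEC organoids were not called one by one (0 of 52), though their list was.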

Differences from the paper's values

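None of the comparisons in this part was chosen only after the result was seen. Values of single genes are log2 fold changes, and those of the paper come from its supplementary tables with the standard errors given there. The alternatives named were all set before the data were examined.

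The paper's text gives 2908 differentially expressed genes in total, and its Fig. 2A draws that number as the part shared by the genotypes, so it is set beside the genes changed in both. IL-22 changed 1622 genes in both genotypes here against the paper's 2908, and 3181 in at least 1. With an adjusted p under 0.05 (2573) or the line as a block (2410) the values were within 1.5 times of each other, and with the other 7 alternatives and the 20 fits without a culture or line they were not. Genes higher only in ΔIEC organoids numbered 296 against the paper's 484. An adjusted p under 0.05 gave 484 as well, and no filter on low counts (362), the line as a block (401) and 9 fits without a fl/fl culture or the first fl/fl line (338 to 583) were also within 1.5 times. The other 6 alternatives and 11 fits were not. Genes lower only in ΔIEC organoids numbered 277 against the paper's 490. Within 1.5 times were an adjusted p under 0.05 (443), no filter (343), only the compared groups in the fit (347), the line as a block (390) and 9 fits without a fl/fl culture or line (329 to 721), and the other 5 alternatives and 11 fits were not. In both genotypes, 938 genes were higher and 684 lower, against the paper's about 1600 and about 1300 in Fig. 2A, read by eye. For the higher genes an adjusted p under 0.05 (1417), no filter (1080) and the line as a block (1326) came within 1.5 times, and for the lower genes an adjusted p under 0.05 (1156) and the line as a block (1081). No other alternative or fit did.

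The reads summed over the deposited table averaged 9.262 M per culture (SD 2.524 M), against the paper's average of 28 M reads sequenced. No alternative applies to this value, which counts aligned reads and not sequenced ones.

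In IL-22–treated against untreated ΔIEC organoids, Dhx58 was at 1.61 against the paper's 1.28 (SE 0.27). Thinned counts (1.38), summed cultures (1.62), limma-voom (1.54), DESeq2 with a prior (1.35) and 7 of 20 fits without a culture or line came within the larger error, and the other 5 alternatives and 13 fits did not. Irf7 was at 1.501 against the paper's 1.17 (SE 0.22). DESeq2 with a prior (1.34) came within the error, as did the fits without untreated ΔIEC replicate 1 (1.27), IL-22–treated ΔIEC replicate 4 (1.32) or the second ΔIEC line (1.38), and the other 9 alternatives and 17 fits did not.

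Between untreated genotypes, Acot1 was at 2.81 against the paper's 2.21 (SE 0.21), and none of the alternatives or fits closed that gap. Gas6 was at -1.53 against the paper's -1.38 (SE 0.12). DESeq2 with a prior (-1.47) and 6 of the 20 fits without a culture or line came within the error, and the other 8 alternatives and 14 fits did not. Oas1a was at 1.46 against the paper's 1.85 (SE 0.32). DESeq2 (1.47), thinned counts (1.56), only the compared groups in the fit (1.47), summed cultures (1.47), limma-voom (1.66) and 9 of the 20 fits came within the error, and RLE normalization, no filter, DESeq2 with a prior and 11 fits did not. Tubb2b was at 1.97 against the paper's 1.74 (SE 0.0997). None of 9 alternatives closed that gap, and of the fits only the one without untreated fl/fl replicate 2 (1.86) did.

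From its RNA sequencing, the paper states that IFN-stimulated genes were not found among genes raised by IL-22 in fl/fl organoids. Here the listed genes rose there by a median of 0.47, with 13 of 54 past the threshold. For untreated ΔIEC organoids the paper names Ifitm3 as the exception, and here Ifit2 (1.64), Lgals3bp (0.42) and Oas1g also passed. Among the 1999 of 9043 genes of the paper's Table S2 at hand, 16 listed genes have an adjusted p-value under 0.01 there. Oas1a, which that table calls and which did not pass here, passed with DESeq2, with DESeq2 with a prior, with no filter on low counts, and without untreated fl/fl replicate 1, IL-22–treated ΔIEC replicate 4 or the first fl/fl line. In Fig. 2B, 11 genes drawn higher in treated ΔIEC organoids had a negative IL-22 effect here, and 9 drawn lower had a positive one. The paper describes genes regulated in a single genotype, and here 2 genes had an interaction past the threshold, both changed in each genotype. The line as a block gave 56 such genes, no filter 80 (among them Irf7 and Ifit1) and summed cultures 0. Of the tested genes drawn in Fig. 2D, Irgm1 (0.67), Ly96 (0.89), Nod2 (0.82) and Tlr2 (0.61) did not pass in ΔIEC organoids. Irgm1 passed with no filter (0.67), with the line as a block (0.69) and without IL-22–treated ΔIEC replicate 3 (0.85). Ly96 passed in no setting.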

Other observations

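The tests of depth, of the labels of Tables S4 and S6, of antisense counts and of secretory cells were chosen only after the result was seen. The fit with summed cultures was an alternative set before the data were examined. Its use here as a test of differences between lines was chosen only after the result was seen.

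Other ways to divide the cultures were tried for each comparison across genes, the real division included. For the IL-22 effect, 1 of 35 divisions gave as many genes in fl/fl and 1 of 35 in ΔIEC organoids. The largest other one in fl/fl, with 201 genes, kept the lines whole. For genes changed in both genotypes, 1 of 100 random regroupings gave as many. Between untreated genotypes 1 of 35 did, and the 2 others that keep the lines whole gave at most 1 gene. The ISG list had a median as large in 1 of 35 divisions in fl/fl (largest other 0.37), 1 of 35 in ΔIEC (largest other 0.60) and 8 of 35 between untreated genotypes, where the median of 0.13 is thus within what other divisions give. With the cultures of each line summed, so that lines are the replicates, 10 of 13871 genes differed between untreated genotypes and 2936 had an unadjusted p-value under 0.05. An effect of the genotype on the genes as a set still cannot be told apart from differences between organoid lines, since 4 lines can be divided into equal groups in only 3 ways.

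Fewer genes were called here than in the paper. Mean counts in the paper's Table S3 were 3.59 times those of the deposited table at the median, so a candidate explanation is that the paper's tables rest on deeper counts. The log2 fold changes of Table S4, labelled fl/fl, lay 0.0715 from the ΔIEC effect and 0.244 from the fl/fl effect at the median, and those of Table S6 0.229 and 0.064, which is consistent with an exchange of the labels of these 2 tables. Of the genes of Fig. 2B with the opposite direction here, 10 drawn higher are in Table S4 and 9 drawn lower in Table S5. For 53 genes covered by exons of an abundant gene on the other strand, counts per kilobase were 1.62 times those of that partner at the median (quartiles 0.911 and 2.82). The sample records name a TruSeq RNA v2 kit and the paper a stranded total RNA protocol. The counts may come from a library without strand information that was counted by strand, so counts of genes with an opposite-strand partner are uncertain.

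Paneth cell markers were lower in untreated ΔIEC than in untreated fl/fl organoids (median log2 fold change -1.15, 10 of 10 genes, adjusted p = 2.72e-12). Without the defensins the median was -0.90 (6 of 6 lower), which argues against reads shared between defensin paralogs as the whole cause. Enteroendocrine markers were lower as well (-0.81, 3 of 10 positive, adjusted p = 0.0159), as were goblet markers (-0.45, 1 of 9 positive, adjusted p = 0.00281). Tuft cell markers did not pass (-0.14, 1 of 3, adjusted p = 0.963), and the levels per culture overlapped between the genotypes for enteroendocrine (exact permutation p = 0.0571) and goblet markers (exact permutation p = 0.171). Fewer cells of all secretory types cannot be told apart from a change in some of them, because only 3 tuft cell genes were tested. The genotype and the lines stay open. Proliferation genes were higher in untreated ΔIEC organoids (0.45, 20 of 20, adjusted p = 2.57e-10). Unfolded protein response genes (0.10, 16 of 27 positive, adjusted p = 0.0370) and genes of Fig. 2D (0.13, 7 of 12, adjusted p = 0.0370) passed 0.05. Fn1, the only tested stromal marker, was 2.36 higher (adjusted p = 0.00281). Stem cell (0.06, 6 of 10, adjusted p = 0.0649), enterocyte (0.04, 8 of 13, adjusted p = 0.963), NF-κB (0.11, 9 of 15, adjusted p = 0.244) and STAT3 genes (-0.17, 3 of 14, adjusted p = 0.963) did not pass. Neither did immune markers (-0.08, 1 of 3, adjusted p = 0.963) or the patient ISG score (0.46, 1 of 2, adjusted p = 0.704).

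With IL-22, proliferation genes were lower in fl/fl (median log2 fold change -0.68, 0 of 20 positive, adjusted p = 5.05e-09) and ΔIEC organoids (-0.35, 0 of 20, adjusted p = 3.74e-04). So were stem cell markers (-0.29, 1 of 10, adjusted p = 4.72e-05, and -0.75, 0 of 10, adjusted p = 7.92e-08) and enterocyte markers (-1.89, 0 of 13, adjusted p = 8.75e-10, and -1.49, 1 of 13, adjusted p = 1.13e-07). Paneth cell markers had medians of 0.33 in fl/fl (8 of 10, adjusted p = 0.0268) and 0.39 in ΔIEC organoids (8 of 10, adjusted p = 0.0546), with an interaction of -0.0012 (adjusted p = 0.736). The patient ISG score did not pass in fl/fl (0.40, 1 of 2, adjusted p = 0.878) or ΔIEC organoids (1.84, 2 of 2, adjusted p = 0.0546). Goblet (-0.19, 4 of 9, adjusted p = 0.878, and -0.83, 4 of 9, adjusted p = 0.685), enteroendocrine (0.17, 8 of 10, adjusted p = 0.878, and 0.15, 7 of 10, adjusted p = 0.520) and tuft cell markers (-0.12, 1 of 3, adjusted p = 0.878, and -0.43, 0 of 3, adjusted p = 0.520) did not pass in fl/fl or ΔIEC organoids. Nor did immune markers (0.62, 3 of 3, adjusted p = 0.362, and 0.52, 2 of 3, adjusted p = 0.579) or Fn1 (0.22, adjusted p = 0.888, and 0.33, adjusted p = 0.685).

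The 9 tested genes that the paper measured by other assays in organoids had a median log2 fold change with IL-22 of 0.97 in fl/fl and 1.51 in ΔIEC organoids, 7 of 9 positive in each, an interaction of 0.30 and an untreated difference of -0.06. For the 7 tested genes of the list taken from the paper's text, the medians were 0.47 in fl/fl (6 of 7 positive) and 1.501 in ΔIEC organoids (7 of 7), and the untreated difference was 1.04. These 2 lists were not part of the adjusted tests. Every treated culture was above every untreated one in both genotypes for Reg3g (9.66 in fl/fl, adjusted p = 5.98e-18, and 10.09 in ΔIEC, adjusted p = 3.58e-18), Tnf (1.53, adjusted p = 0.00104, and 1.53, adjusted p = 4.44e-04), Tmem173 (2.11, adjusted p = 1.10e-06, and 2.42, adjusted p = 4.53e-08), Mlkl (0.97, adjusted p = 2.50e-04, and 1.55, adjusted p = 2.39e-07) and Xbp1 (1.32, adjusted p = 6.70e-10, and 1.22, adjusted p = 1.98e-09). With 1 culture or line left out, 1 of 20 fits lost the fl/fl call of Tnf (1.16 without the second fl/fl line) and 1 that of Mlkl (0.82 without the first). Summed cultures lost the call of Tnf in both genotypes (1.56 in fl/fl and 1.52 in ΔIEC) and that of Mlkl in fl/fl organoids (0.98). Their interactions did not pass, with 0.58 for Mlkl (adjusted p = 0.565) and 0.30 for Tmem173 (adjusted p = 0.909). Ifit3 (0.18, adjusted p = 0.854, and 0.76, adjusted p = 0.191) and Ormdl3 (-0.27, adjusted p = 0.170, and -0.25, adjusted p = 0.254) did not pass in fl/fl or ΔIEC organoids. Cxcl1 and Cxcl10, also measured by other assays, had too few counts to be tested, and Ifnb1 had 0 counts in all 16 cultures. Of the other genes of Fig. 2D, Dhx58 passed in ΔIEC organoids (1.61, adjusted p = 3.19e-04) but not without the second ΔIEC line (1.23). Ly96 (0.89, adjusted p = 0.0315), Irgm1 (0.67, adjusted p = 0.0248), Nod2 (0.82, adjusted p = 0.0629) and Tlr2 (0.61, adjusted p = 0.128) did not pass there. Ifi44, Gbp2, Herc6 and Tlr4 had too few counts to be tested.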
